# Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male mice

**DOI:** 10.7554/eLife.85714

**Published:** 2023-05-05

**Authors:** Fangfang Song, Won Dong Lee, Tyler Marmo, Xing Ji, Chao Song, Xueyang Liao, Rebecca Seeley, Lutian Yao, Haoran Liu, Fanxin Long

**Keywords:** bone, type II diabetes, diabetic osteopenia, glucose metabolism, osteoblast, Mouse

## Abstract

Skeletal fragility is associated with type 2 diabetes mellitus (T2D), but the underlying mechanism is not well understood. Here, in a mouse model for youth-onset T2D, we show that both trabecular and cortical bone mass is reduced due to diminished osteoblast activity. Stable isotope tracing in vivo with ^13^C-glucose demonstrates that both glycolysis and glucose fueling of the TCA cycle are impaired in diabetic bones. Similarly, Seahorse assays show suppression of both glycolysis and oxidative phosphorylation by diabetes in bone marrow mesenchymal cells as a whole, whereas single-cell RNA sequencing reveals distinct modes of metabolic dysregulation among the subpopulations. Metformin not only promotes glycolysis and osteoblast differentiation in vitro, but also improves bone mass in diabetic mice. Finally, osteoblast-specific overexpression of either Hif1a, a general inducer of glycolysis, or Pfkfb3 which stimulates a specific step in glycolysis, averts bone loss in T2D mice. The study identifies osteoblast-intrinsic defects in glucose metabolism as an underlying cause of diabetic osteopenia, which may be targeted therapeutically.

## Introduction

Bone quality is maintained by the coordinated functions of osteoblasts and osteoclasts. During bone formation, polarized osteoblasts secrete extracellular matrix (ECM), consisting of type I collagen and non-collagenous matrix proteins, that mineralize over time (Eriksen, 2010; Long, 2012). The production of ECM by osteoblasts is an energy-demanding process and likely requires metabolic reprogramming, but the metabolic regulation of osteoblast differentiation and function is largely unknown (Buttgereit and Brand, 1995; Rolfe and Brown, 1997; Lee et al., 2017). Interestingly, prominent signaling pathways that promote or suppress osteogenesis alter glucose metabolism. For instance, parathyroid hormone (PTH), Wnt, insulin-like growth factors (Igf), and Hif1a stimulate glycolysis while promoting osteogenesis, whereas Notch signaling suppresses glycolysis and osteoblast differentiation in mesenchymal progenitors (Esen et al., 2013; Esen et al., 2015; Chen et al., 2019; Regan et al., 2014; Lee and Long, 2018). In addition, a number of studies have identified glucose as the main energy substrate for osteoblasts (Wei et al., 2015; Zoch et al., 2016; Lee et al., 2020; Guntur et al., 2014). Thus, accumulating evidence to date supports an important role of glucose metabolism in the regulation of osteoblast development and function.

T2D is characterized by insulin insensitivity in target tissues resulting in hyperglycemia. Adults with T2D have increased fracture risk despite having normal or increased areal bone mineral density (aBMD) (Bonds et al., 2006; Ma et al., 2012; Sellmeyer et al., 2016). The poor bone quality has been often attributed to abnormal accumulation of advanced glycation end products in the bone matrix, but could also result from reduced bone turnover as indicated by suppression of both bone resorption and formation in T2D (Farr and Khosla, 2016; Li et al., 2022; Moseley et al., 2021). Youth-onset T2D has emerged as a significant and increasing health burden in adolescents and young adults (Nadeau et al., 2016). Distinct from adult T2D, T2D in youth has been reported to reduce bone mass due to impaired bone anabolism (Kindler et al., 2020). Overall, both types of T2D diminish bone formation, but the underlying mechanisms are not fully understood.

Here, we have established and interrogated a mouse model for youth-onset T2D. We show that suppression of glucose metabolism in osteoblasts is the main cause of impaired bone formation in T2D. Importantly, activation of glycolysis in osteoblasts restores bone formation in T2D mice. Together, we identified osteoblast-intrinsic defects in glucose metabolism as an underlying cause of diabetic osteopenia which may be targeted therapeutically.

## Results

### Modeling youth-onset T2D in the mouse

To generate a mouse model for human youth-onset T2D, 6-week-old C57BL/6 J male mice were fed a high-fat diet (HFD) for 6 weeks and then injected with a low dose of streptozotocin (STZ) once daily for three consecutive days, followed by continuous HFD feeding until harvest at 22 weeks of age (Figure 1A). Random glucose levels were checked two weeks after the first STZ injection and mice with a glucose level lower than 200 mg/dL were excluded from the study. At harvest, the T2D mice had a significantly higher body weight due to increased fat mass with no change in lean mass (Figure 1B and C, Figure 1—figure supplement 1). They exhibited notable hyperglycemia and significant impairment in glucose handling when compared to the controls, as revealed by the glucose tolerance test (GTT) and insulin tolerance test (ITT) (Figure 1D–I). Fasting serum insulin and Igf1 concentrations were significantly higher in the T2D mice, confirming that they were less sensitive to insulin and reflecting an early phase of T2D (Figure 1J–K). Their insulin resistance was further demonstrated by the elevated index of the Homeostatic Model Assessment for Insulin Resistance (HOMA-IR) (Figure 1L). Overall, the mouse model exhibits key features of T2D including obesity, hyperglycemia, hyperinsulinemia (early feature), and insulin resistance.

**Figure 1.**
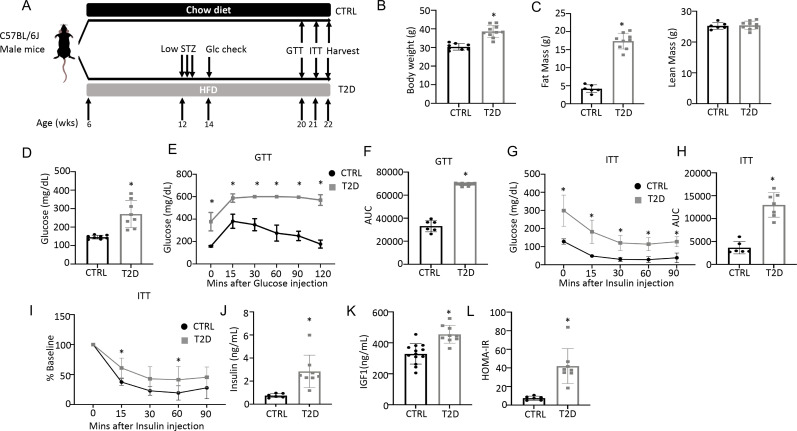
Combination of HFD and low-dose streptozotocin (STZ) induces Type 2 diabetes (T2D) in mice. (**A**) A schematic for experimental design. Low-dose STZ: 30 mg/kg body weight. (**B, C**) Body weight (B, CTRL, n=8; T2D, n=10) and body composition by DXA (C, CTRL, n=6; T2D, n=9) at harvest. (**D**) Glucose levels after 6 hr fasting immediately before harvest. n=8. (**E, F**) Glucose tolerance test (GTT) curve (**E**) and area under curve (AUC) (**F**). CTRL, n=6; T2D, n=9. (**G, H**) Insulin tolerance test (ITT) glucose curve (**G**), AUC, (**H**) and percentage of baseline (**I**). CTRL, n=6; T2D, n=7. (**J, K**) Serum insulin (J, CTRL, n=6; T2D, n=8) and Igf1 (K, CTRL, n=9; T2D, n=13) levels. (**L**) HOMA-IR graphs. CTRL, n=6; T2D, n=8. All bar graphs are presented as mean ± SD. unpaired student’s t-test (**B–D**, **F, H, J–L**) or two-way ANOVA with Sidak’s multiple comparisons test (**E, G, I**). *p<0.05.

**Figure 1—figure supplement 1.**
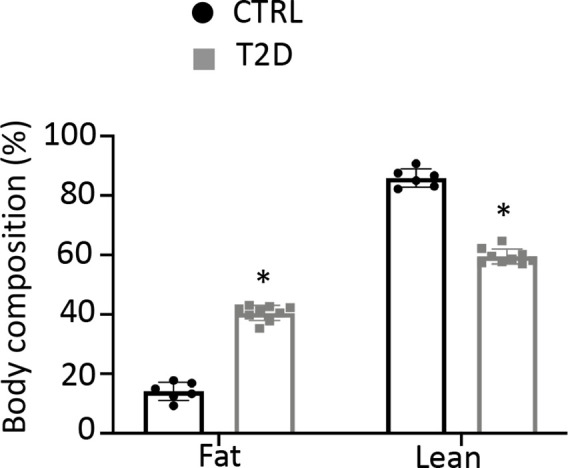
Type 2 diabetes (T2D) mice increase fat mass over lean mass. Body composition was measured with DEXA. CTRL, n=6; T2D, n=9. *p<0.05, Student’s t-test.

### T2D reduces bone mass by suppressing osteoblast activity

We next examined bone phenotypes in the T2D mice. Dual-energy x-ray absorptiometry (DEXA) at harvest detected a clear decrease in BMD of both the whole body (minus the head) and the hindlimb in comparison with the control (Figure 2A). The body length from nose tip to the tail base and the femur length were slightly longer in T2D than normal, perhaps due to increased Igf1 levels (Figure 2—figure supplement 1A, B). Imaging and quantification with µCT revealed that T2D significantly reduced trabecular bone volume (BV) and its ratio over tissue volume (BV/TV) in the femur, without altering the tissue volume (TV) itself (Figure 2B upper, Figure 2C, Figure 2—figure supplement 1C). The trabecular bone loss was due to reduced trabecular number (Tb. N) and connectivity (Conn. Dens) concurrent with increased trabecular spacing (Tb. Sp) (Figure 2—figure supplement 1D–F). Similarly, in cortical bone, T2D decreased bone area relative to total area (BA/TA) as well as cortical bone thickness (Ct. Th) at the diaphysis of the femur (Figure 2B lower, Figure 2D, Figure 2—figure supplement 1G, H). Thus, like human patients, mice with youth-onset T2D exhibit osteopenia.

**Figure 2.**
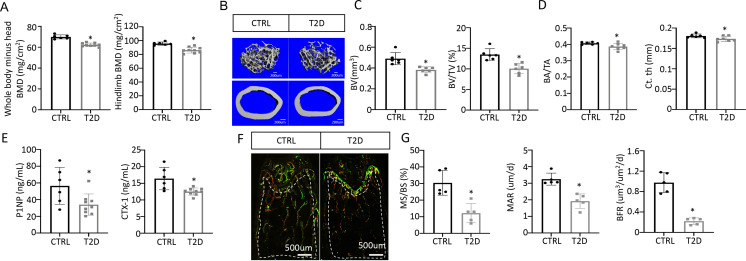
Type 2 diabetes (T2D) causes low turnover osteopenia. (**A**) Bone mineral density (BMD) for the whole body (minus head) and one leg (femur and tibia). CTRL, n=6; T2D, n=9. (**B**) Representative µCT images. (**C**) Quantitative analysis of trabecular bone of the distal femur. n=6. (**D**) Quantitative analysis of cortical bone in femur. CTRL, n=6; T2D, n=7. (**E**) Serum bone formation (P1NP) and resorption (CTX-1) markers. CTRL, n=6; T2D, n=9. (**F, G**) Representative images (**F**) and quantification (**G**) for double labeling of trabecular bone in the distal femur. n=5. Data are mean ± SD. Unpaired Student’s t-tests. *p<0.05.

**Figure 2—figure supplement 1.**
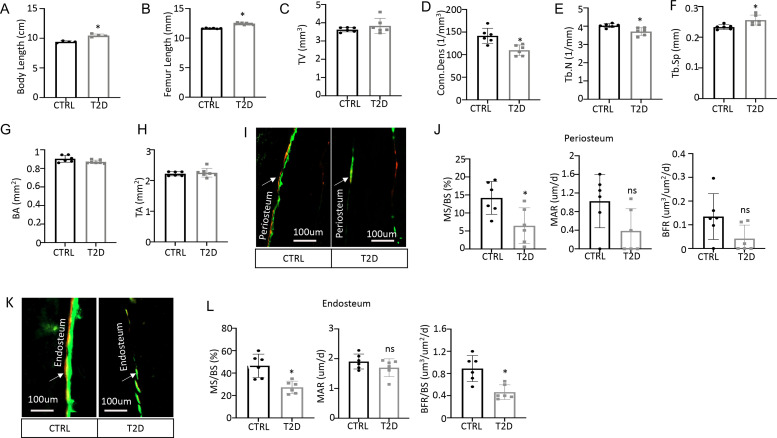
Diabetic osteopenia in Type 2 diabetes (T2D) mouse model. (**A**) Body length (cm) from nose tip to the anus. n=4. (**B**) Femur length measured by DEXA. CTRL, n=6; T2D, n=9. (**C–F**) Trabecular bone parameters by µCT. n=6. (**G, H**) Cortical bone parameters by µCT. CTRL, n=6; T2D, n=7. (**I, J**) Double labeling analysis of periosteum. n=6. (**K, L**) Double labeling analysis of endosteum. n=6. Data are represented as mean ± SD. *p<0.05, Student’s t-test.

We next investigated the cellular basis for diabetic osteopenia. Serum P1NP (procollagen type I N-terminal propeptide) and CTX-1 (collagen type I C- telopeptide) levels were both lower in T2D than in control (Figure 2E), indicating that T2D suppressed the overall bone turnover whereas reduced bone formation was responsible for the net bone loss. To further quantify osteoblast activity, we performed dynamic histomorphometry with dual dyes (calcein followed by alizarin red) that labeled active bone-forming surfaces (Figure 2F–G, Figure 2—figure supplement 1I–L). Quantification within the trabecular bone region of the distal femur detected a marked decrease in both mineralizing surface relative to bone surface (MS/BS) and the mineralization apposition rate (MAR), resulting in an 80% suppression of the bone formation rate (BFR/BS) in the T2D mice (Figure 2F–G). Similarly, MS/BS and BFR/BS were both reduced at the endosteum of the bone shaft whereas MS/BS was also decreased at the periosteum (Figure 2—figure supplement 1I–L). These results indicate that T2D impairs osteoblast activity in both trabecular and cortical bone.

### T2D impairs glucose metabolism in bone in vivo

To explore the metabolic basis for impaired osteoblast activity in T2D, we conducted stable isotope tracing in bone with uniformly labeled ^13^C-glucose (^13^C_6_-Glc). Catabolism of ^13^C_6_-Glc was expected to produce fully labeled pyruvate Pyr(m+3) through glycolysis, which could then convert to fully labeled lactate Lac(m+3) in the cytosol or enter mitochondria to produce m+2 labeled TCA cycle metabolites in the first cycle (Figure 3A). For the experiment, ^13^C_6_-Glc was injected into conscious mice (22 weeks of age) via tail vein at 60 min before the mice were harvested for detection of metabolites in bone or plasma by mass spectrometry. The glycolysis and TCA metabolite pool sizes in both bone (Figure 3B) and plasma (Figure 3—figure supplement 1) were similar between T2D and CTRL, while glucose was increased in T2D as expected. The fractional enrichment of ^13^C_6_-Glc in bone reached approximately 20% with no difference between T2D and CTRL mice (Figure 3C). However, among the bone metabolites detected, the labeling enrichments of Glu(m+2) and Gln(m+2) were significantly reduced in T2D (Figure 3C). Moreover, when normalized to bone Glc(m+6), the relative enrichments of bone Pyr(m+3), Glu(m+2), and Gln(m+2) were decreased in T2D (Figure 3D). Further examination of the TCA cycle metabolites in bone revealed substantial enrichment of the m+1 isotopomers, among which Suc(m+1), Asp(m+1), Glu(m+1), and Gln(m+1) were diminished in T2D, with or without normalization to Glc(m+6) in bone (Figure 3—figure supplement 2). Therefore, to capture the overall contribution of ^13^C_6_-Glc, we calculated the total carbon enrichment ((m0*0+m1*1+m2*2+….mn*n)/n) for each of the TCA cycle metabolites in bone. The result showed that ^13^C enrichments in succinate, glutamate, and glutamine, with or without normalization to bone Glc(m+6), were significantly reduced in T2D compared to the CTRL (Figure 3E). The bone-intrinsic metabolic defect was further supported by Western blot analyses showing a marked decrease in Glut1 and Hk2 in the bone extracts of T2D mice (Figure 3F and G). Overall, T2D suppresses glucose metabolism in bone through both glycolysis and the TCA cycle.

**Figure 3.**
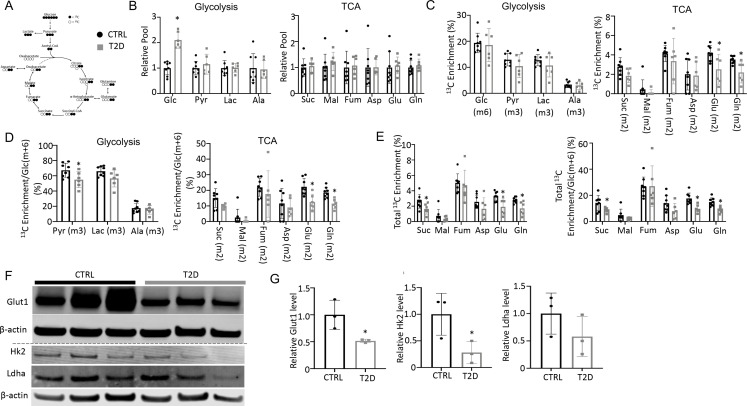
Type 2 diabetes (T2D) suppresses glucose metabolism in bone. (**A**) A diagram for carbon tracing with ^1313^C_6_-Glc. (**B**) Relative pool size of glycolytic and TCA metabolites. CTRL, n=8; T2D, n=6. (**C**) Enrichment of specific isotopologues of metabolites relative to own pool. CTRL, n=8; T2D, n=6. (**D**) Relative enrichment of specific isotopologues normalized to Glc(m+6). CTRL, n=8; T2D, n=6. (**E**) Carbon enrichment of metabolites relative to own pool (left) and normalized to Glc(m+6) (right). CTRL, n=8; T2D, n=6. (**F, G**) Western blot images (**F**) and quantifications (**G**). n=3. Data presented as mean ± SD. *p<0.05, Two-tailed unpaired t-test. Figure 3—source data 1.Raw images of Western blots for Figure 3F.

**Figure 3—figure supplement 1.**
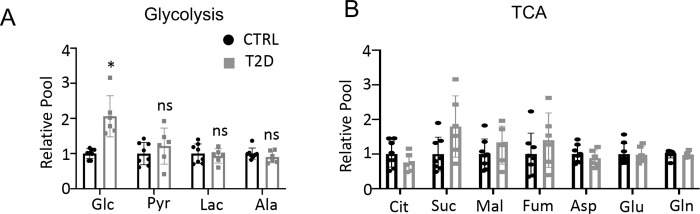
Glucose tracing in plasma. (**A, B**) Relative levels of glycolysis (**A**) and TCA (**B**) metabolites in the plasma. CTRL, n=8; T2D, n=6. Data are represented as mean ± SD. *p<0.05, Student’s t-test.

**Figure 3—figure supplement 2.**
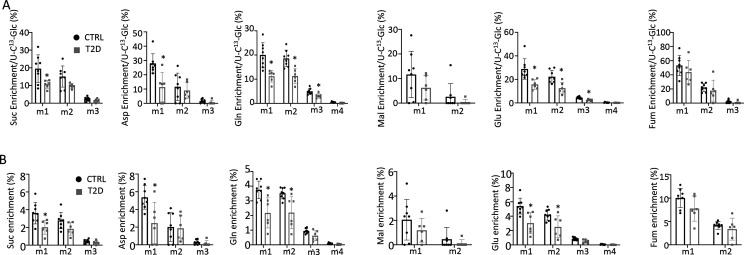
Glucose tracing in bone. (**A**) Relative enrichment of specific isotopomers normalized to ^1313^C_6_-Glc in bone. (**B**) Enrichment of specific isotopomers in bone. CTRL, n=8; T2D, n=6. Data are represented as mean ± SD. *p<0.05, Student’s t-test.

### T2D suppresses energy metabolism and osteoblast differentiation in bone marrow mesenchymal cells

As the tracing studies above analyzed the bone shaft which contained mostly mature osteoblasts and osteocytes, we next sought to determine whether T2D similarly affected the less mature cells in the osteoblast lineage. To this end, we performed single-cell RNA-sequencing (scRNA-seq) with bone marrow mesenchymal cells purified with FACS from the bone marrow and the digested bone chips of T2D vs CTRL mice (22-week-old). 

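Cells from the bone marrow and the digested bone chips of 3 mice per group, all 22 weeks old, were pooled into 1 library for T2D and 1 for CTRL. The T2D mice had been fed a high-fat diet and given low-dose streptozotocin, a toxin of pancreatic beta cells, and the CTRL mice regular chow. The sort kept living cells (7-AAD negative and Calcein AM positive) without the erythroid markers CD71 and Ter119 and without blood lineage markers, among them CD45. In droplet-based scRNA-seq, each droplet tags the RNA of a cell with a barcode and each captured molecule with a unique molecular identifier (UMI), so that UMIs count molecules. The deposited values are UMI counts per gene and barcode for 31053 genes, made by the authors with Cell Ranger on the mouse genome mm10. The CTRL library held 55996121 UMIs and the T2D library 60407630. The paper's filters on cells left 51464916 and 53475789 UMIs, with a median of 5232 per cell in CTRL and 6352 in T2D. From these counts, the cells were normalized, integrated across the libraries and clustered with Seurat, and the counts of the cells of a cluster were summed per library and scaled by their total to CPM. Because each group was a single library of pooled mice, no test between T2D and CTRL was possible, and any difference in handling or sequencing between the libraries falls together with the difference between the groups. Intervals in parentheses are exact 95% intervals (Poisson for CPM, binomial for shares, conditional binomial for ratios of CPM) and cover counting error only, not the spread between mice.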

Integrated analyses of the datasets uncovered 20 clusters common to both T2D and control (Figure 4A). 

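Clustering of 6576 CTRL and 5934 T2D cells gave 20 clusters at a Louvain resolution of 0.4. They are numbered here from 0 by size, and these numbers need not be those of Figure 4A. The numbering of Figure 4A makes 21 clusters, a number that no resolution from 0.1 to 1.5 gave. Every cluster held cells of both libraries, down to 8 CTRL and 21 T2D cells in cluster 19, the smallest. The authors' own assignment of cells to clusters was not used here, so clusters were named from lists of marker genes, and a cluster of the paper is matched to one here only through its markers.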

Molecular annotation based on known marker genes identified a majority of the cells as *Cxcl12*-abundant reticular (CAR) cells including both Adipo-CAR (clusters 1, 2, 5) and Osteo-CAR (cluster 0) (Baccin et al., 2020; Figure 4A and B). 

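Cxcl12, which encodes the chemokine that retains hematopoietic stem cells in the marrow, reached 23683, 22435 and 20674 CPM in clusters 1, 2 and 5, summed over the 2 libraries, and 7219 CPM in cluster 0, against 259.9 CPM in the osteoblast-like cluster 3. Clusters 1, 2 and 5 also had the highest levels of the leptin receptor gene Lepr (1544, 1029.6 and 1979 CPM) and of the adipokine gene Adipoq (1432, 2059 and 1027 CPM), and were called Adipo-CAR-like. Kitl, which encodes stem cell factor, was at 1902, 1498 and 1852 CPM there. Cluster 0 was called Osteo-CAR-like. It expressed Spp1, which encodes osteopontin, at 31218 CPM, Wif1, a secreted inhibitor of Wnt signaling, at 1362 CPM, and Alpl, the alkaline phosphatase needed for mineralization, at 1251 CPM. The genes that set the clusters apart most were Spp1, Mmp13 and Kcnk2 in cluster 0, Wisp2, Cbln1 and Pdzrn4 in cluster 1, the chemokine genes Ccl2, Ccl7 and Cxcl1 and the heat shock gene Hspb1 in cluster 2, and Prg2 in cluster 5. Clusters 0, 1, 2 and 5 held 2026, 2012, 1937 and 702 cells of the 2 libraries together. Cluster 5 was shallow, with a median of 1704 UMIs per CTRL cell and 1896 per T2D cell.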

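Bglap, which encodes osteocalcin, took 79915 CPM in cluster 3, 23807 in cluster 17 and 17059.6 in cluster 15, compared with 2608 CPM in the Osteo-CAR-like cluster 0. Dmp1, which encodes a matrix protein of osteocytes and late osteoblasts, was highest in cluster 17 at 1256 CPM and reached 189 CPM in cluster 3, 205 CPM in cluster 15 and 326 CPM in cluster 0. Cluster 17 was led by Ackr3 and had Phex and Mepe, both known from osteocytes, among the 10 genes that set it apart. Cluster 15 was led by Gm42418 and the myelin gene Mpz and was shallow, with a median of 2025 UMIs per CTRL cell against 20225 in cluster 3. Clusters 3, 15 and 17 were called osteoblast-like and held 1091, 193 and 141 cells. Cluster 8, with 405 cells, was called PaS-like. Its Ly6a level was 276 CPM, below the 2203 CPM of endothelial-like cells but above the 16.0 CPM of the Adipo-CAR-like cluster 1, while Pdgfra, the gene of PDGF receptor alpha, was at 138 CPM in cluster 8 and at 445 CPM in cluster 1. Genes of fibrous tissue and joints, such as Igfbp6, Aspn, Col3a1 and Prg4, led cluster 8.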

Osteoblasts (clusters 3, 15, 18) marked by *Bglap* and *Dmp1* were also readily identified whereas cluster 7 expressed *Pdgfra* and *Ly6a* (encoding Sca1) and, therefore, were likely the PaS mesenchymal progenitors as previously reported (Morikawa et al., 2009). The remaining populations included chondrocytes (cluster 10), pericytes (cluster 16) (Baryawno et al., 2019), endothelial cells (cluster 11), erythrocytes (clusters 4, 6, 8, 19), and several hematopoietic cell types expressing *Ptprc* (encoding CD45) (clusters 9, 12, 13, 17) together with a minuscule population exhibiting both Osteo-CAR and mature osteoblast markers and, therefore, an unclear identity (cluster 20). 

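Acan, which encodes the cartilage proteoglycan aggrecan, marked the chondrocyte-like cluster 11 at 2762 CPM. Acta2, smooth muscle actin, marked the pericyte-like cluster 16 at 10840.4 CPM, and Emcn, an endothelial sialomucin, marked the endothelial-like cluster 12 at 624 CPM. Red cell genes marked clusters 6, 9 and 18, with the beta globin gene Hbb-bt at 7724, 12719 and 91708 CPM. Ptprc reached 274 CPM in the neutrophil-like cluster 7, 138 CPM in the B lymphocyte-like cluster 10 and 61.4 CPM in cluster 13, which resembled hematopoietic stem and progenitor cells. The platelet gene Pf4 reached 21573 CPM in the megakaryocyte- and platelet-like cluster 14, where Ptprc was at 3.42 CPM. Cluster 4, with 799 cells, was led by Gm26917, Lars2 and histone genes, expressed the proliferation gene Mki67 at 2596 CPM and was shallow (a median of 974.5 UMIs in CTRL and 1543 in T2D). It was left without a name, as was the small cluster 19, led by genes of cell division.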

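Of 4525 CTRL cells of the CAR-, osteoblast- and PaS-like clusters, 3512 were CAR-like, a share of 77.6% (76.4 to 78.8%). In T2D, 3165 of 3982 cells were CAR-like, a share of 79.5% (78.2 to 80.7%) and 1.87 percentage points above CTRL. Osteoblast-like cells made up 17.3% (16.2 to 18.4%) in CTRL and 16.2% (15.0 to 17.4%) in T2D. The PaS-like share was 5.13% (4.50 to 5.81%) in CTRL and 4.34% (3.73 to 5.02%) in T2D. For each of these 3 classes the intervals of the 2 libraries overlapped. The overlap does not show that the shares were equal, and it says nothing of the clusters within the CAR-like class. Without integration of the libraries, the difference in the PaS-like share was -1.93 percentage points, against -0.783 with it. With only cells of at least 500 genes and at most 5% mitochondrial UMIs, the osteoblast-like share was 17.3% in CTRL and 17.6% in T2D. The direction of that difference thus depended on the filter on cells.

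**Figure D1:**
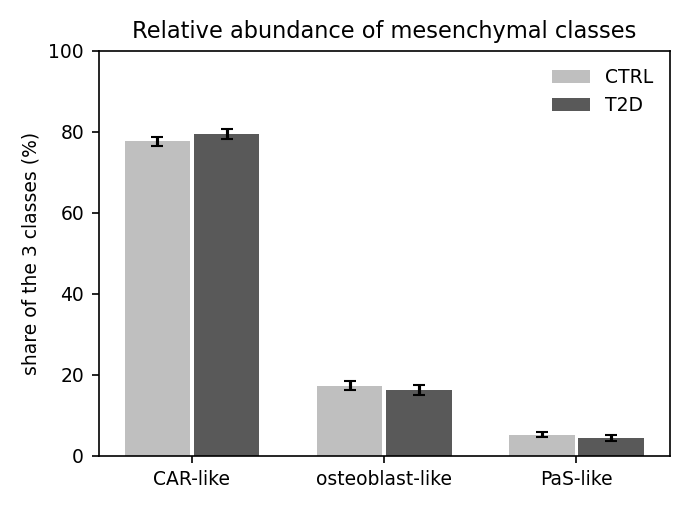
Shares of CAR-, osteoblast- and PaS-like cells (percent of the cells of the 3 classes, y axis) in the CTRL and the T2D library, 1 library per group; error bars are exact 95% binomial intervals and cover counting error only. The CAR-like share is 77.6% in CTRL and 79.5% in T2D, with overlapping intervals.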

Among CAR cells, osteoblasts, and PaS cells, the relative abundance of CAR cells was slightly increased from 77.6 to 79.2% at the expense of both osteoblasts and PaS cells. 

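Among all cells kept, the CAR-, osteoblast- and PaS-like clusters made up 68.8% (67.7 to 69.9%) in CTRL and 67.1% (65.9 to 68.3%) in T2D. Chondrocyte-, endothelial- and pericyte-like cells together made up 6.75% (6.16 to 7.39%) and 6.67% (6.05 to 7.34%). For the hematopoietic classes that follow, the intervals of the 2 libraries did not overlap. Erythroid-like cells were 9.79% (9.09 to 10.5%) of CTRL and 5.24% (4.69 to 5.84%) of T2D cells. Neutrophil-like cells were 2.75% (2.37 to 3.18%) and 3.89% (3.42 to 4.42%), and B lymphocyte-like cells 1.76% (1.46 to 2.11%) and 3.77% (3.30 to 4.29%). The sort removed cells with erythroid and blood lineage markers, so these shares depend on how complete it was in each library.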

Overall, T2D does not cause major changes to the composition of bone marrow mesenchymal cells.

**Figure 4.**
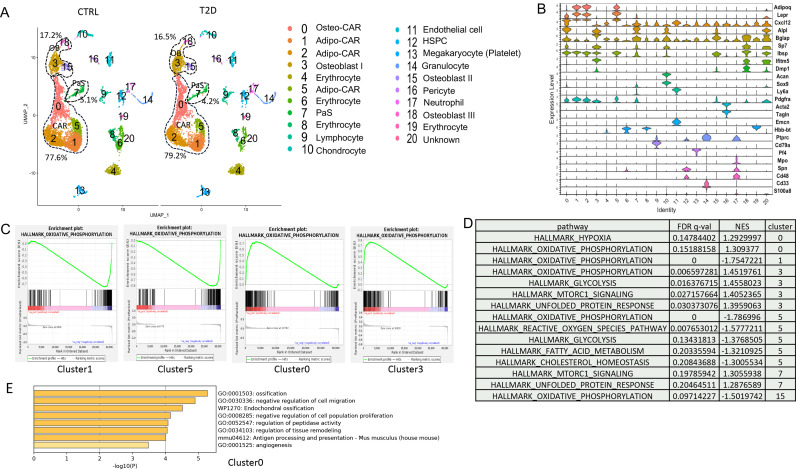
Single-cell RNA-sequencing (scRNA-seq) detects metabolic dysregulation in bone marrow mesenchymal cells of Type 2 diabetes (T2D) mice. (**A**) UMAP clusters with annotations to the right. Percentages denote the relative abundance of osteoblast (OB), CAR, and PaS cells among mesenchymal cells. (**B**) Violin plots of the example feature genes for each cluster. (**C**) Gene set enrichment analysis (GSEA) of T2D over CTRL for OXPHOS pathway in clusters as indicated. (**D**) GSEA of T2D over CTRL for metabolic pathways in clusters as indicated. (**E**) Top pathways identified among T2D downregulated genes in cluster 0 with Metascape. Figure 4—source data 1.GSEA results for gene pathway changes between ctrl and T2D identfied by scRNA-seq.

We next examined potential changes in gene expression levels caused by T2D within specific clusters. Gene set enrichment analysis (GSEA) detected notable effects of T2D on metabolic pathways in the mesenchymal cell clusters. Specifically, T2D suppressed the OXPHOS genes in Adipo-CAR clusters 1, 5, and osteoblast cluster 15, but had the opposite effect on Osteo-CAR cluster 0 and osteoblast cluster 3 (Figure 4C and D). In addition, T2D increased glycolysis genes in cluster 3 but suppressed them in cluster 5 (Figure 4D) (Supplementary file 1). It is also notable that pathways related to protein synthesis including mTORC1 signaling and unfolded protein response were increased in clusters 3 and 7 of T2D (Figure 4D). 

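As a list, the 13 respiratory chain genes of the mitochondrial genome were higher in T2D in each of the 8 CAR-, osteoblast- and PaS-like clusters, and no member counted as lower in any of them. Their median log2 ratio, T2D over CTRL, ran from 0.20 in the osteoblast-like cluster 15 to 0.37 in the PaS-like cluster 8, where 9 members were higher. In cluster 15 this list came within random lists under 7 of the other settings, in clusters 3, 5 and 17 under 1 each, and in cluster 8 without integration (0.086). Genes of the early stress response, which tissue digestion also induces, were lower in T2D in each of these clusters but cluster 8. Their medians were -0.064, -0.16, -0.23 and -0.63 in clusters 0, 1, 2 and 5 and -0.39, -0.58 and -0.42 in clusters 3, 15 and 17, and in cluster 3, 22 of 40 members were lower and 3 higher. By signal-to-noise, the sign turned in clusters 0 and 2 (0.047 and 0.0065), and this list came within random lists under 5 other settings in cluster 0, 5 in cluster 1, 2 in cluster 5, 4 in cluster 15 and 1 in cluster 17 (a resolution of 0.2, whose matching cluster shares few cells). Gene lists written by hand before the data were examined stood in for the MSigDB Hallmark sets, which were not used here. Each list was summarized by the median log2 ratio of CPM over its members with at least 50 UMIs, and the median was placed among those of 10000 random lists of the same size and similar expression. A list stood apart as higher or lower when its median lay beyond the central 95% of them, and otherwise lay within random lists, which describes these 2 libraries and is not a p-value across mice. A member counted as higher or lower when the larger of its CPM was at least 25% above the smaller.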

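Nuclear genes of oxidative phosphorylation, which encode subunits of the respiratory complexes and of ATP synthase, were lower in T2D in the Adipo-CAR-like clusters and higher in the osteoblast-like cluster 3. In cluster 5, 55 of 73 measured members were lower and 1, Ndufs1, was higher, with a median log2 ratio of -0.59, below every random list. Ndufa2, a subunit of complex I, was at 207 CPM (173 to 245) in CTRL and 105 CPM (82.5 to 132) in T2D, 1.97-fold lower (1.47 to 2.65). In cluster 1, the 5 members past the limit of 25% were all lower (Ndufa7, Ndufs8, Sdhd, Atp5d and Atp5g2), and the median of 78 members was -0.15, percentile 0.02 of random lists. The complex I gene Ndufs8 was 1.37-fold lower (1.16 to 1.62) there. In cluster 2 the median was -0.090, percentile 0.71. In cluster 3, 13 members were higher and 2 lower, and the median was 0.15, percentile 99.99. Uqcrq, a subunit of complex III, was at 262 CPM (253 to 272) in CTRL and 393 CPM (382 to 404) in T2D, 1.50-fold higher (1.43 to 1.57), and the ATP synthase gene Atp5g1 was 1.48-fold higher (1.42 to 1.55), while Cox7a2l, which helps to assemble supercomplexes, was 1.53-fold lower (1.45 to 1.62). No member reached the limit in the Osteo-CAR-like cluster 0, where the median was 0.083, percentile 98.5. In the osteoblast-like cluster 15, 8 of 21 measured members were lower and 2 higher, and the median of -0.24, percentile 51.6, lay within random lists. The median of all measured genes was -0.26 in cluster 15 and -0.14 in cluster 17. The medians of clusters 17 (-0.11) and 8 (-0.078) also lay within random lists.
Beside the OXPHOS genes, the ribosomal protein genes were lower as a list in clusters 1 and 2 (medians of -0.12 and -0.093), in cluster 3 (-0.092) and in cluster 15, where 55 of 77 members were lower (median -0.46). In clusters 1 and 15 this list came within random lists under 2 of the other settings each, in cluster 15 toward the other end with the stricter filter on cells (percentile 95.4), and in clusters 2 and 3 under 1 each. In cluster 5, 78 of 80 ribosomal protein genes were lower (median -0.72), and hemoglobin transcripts summed to 498 CPM in CTRL and 11028 CPM in T2D, with the sign of their median turned without integration and with all barcodes clustered again. With all barcodes clustered again, the OXPHOS and ribosomal protein medians of cluster 5 were -0.090 and -0.10, within random lists, and the OXPHOS medians of clusters 0 and 2 came within random lists under 6 and 2 of the other settings. Centring on the median gene gave medians above 0 in cluster 15 (0.013) and in cluster 17 (0.033).

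**Figure D2:**
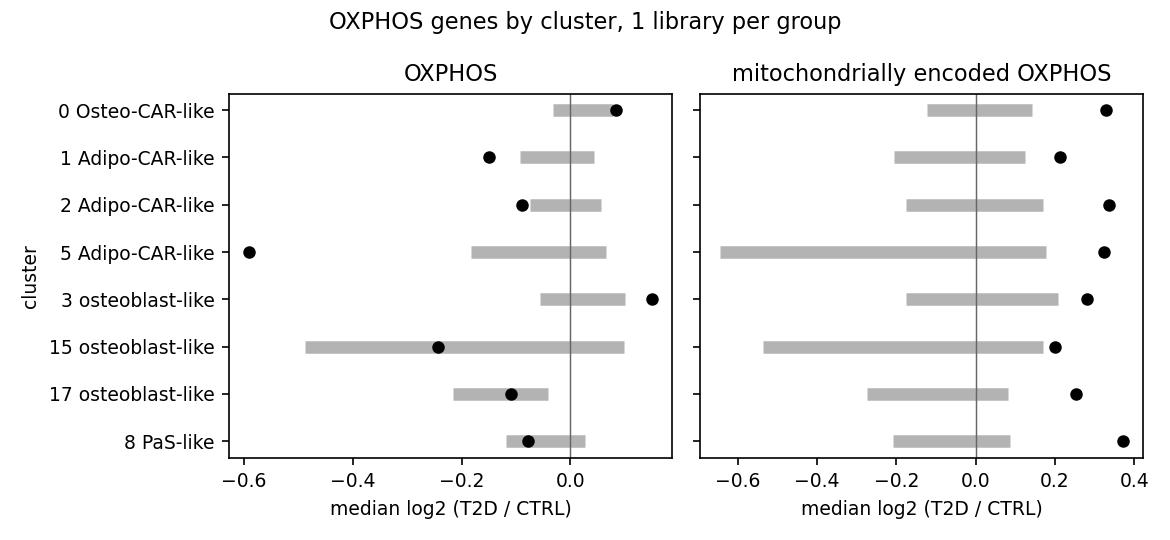
Median log2 ratio of CPM, T2D over CTRL, of the nuclear OXPHOS genes and of the mitochondrially encoded OXPHOS genes in 8 clusters, 1 library per group; points are medians and gray bars span the central 95% of random lists. The nuclear genes lie below the bars in clusters 1, 2 and 5 and above them in clusters 0 and 3, and the mitochondrially encoded genes lie above them in every cluster shown, but not under every alternative in clusters 3, 5, 8, 15 and 17.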

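In the osteoblast-like cluster 3, 5 of 20 measured glycolysis genes were higher in T2D and 1 was lower, with a median log2 ratio of 0.16, above 95.0% of random lists. Hk1, a hexokinase, which phosphorylates glucose in the first step of glycolysis, was at 12.3 CPM (10.4 to 14.4) in CTRL and 19.7 CPM (17.4 to 22.3) in T2D, 1.61-fold higher (1.31 to 1.99). Pgk1, phosphoglycerate kinase, was 1.39-fold higher (1.23 to 1.56), and Ldhb, a subunit of lactate dehydrogenase, was 1.41-fold lower (1.18 to 1.69). Ldha, the other main subunit, was at 189 CPM (181 to 197) in CTRL and 203 CPM (195 to 210.5) in T2D, and Pfkfb3, which makes an activator of phosphofructokinase, at 15.8 CPM (13.6 to 18.2) in CTRL and 14.5 CPM (12.5 to 16.7) in T2D. The glucose transporter gene Slc2a1 had 14 UMIs in CTRL and 2 in T2D in this cluster, a ratio of 0.128 (0.0141 to 0.556).
In the Adipo-CAR-like cluster 5, 7 of 9 measured members were lower (Slc2a3, Pfkl, Aldoa, Tpi1, Gapdh, Pgam1 and Ldha) and none was higher, with a median of -0.60, percentile 0.445. Ldha was 1.51-fold lower (1.07 to 2.12) there. In this cluster nearly all ribosomal protein genes were lower as well, 78 of 80 (median -0.72, and -0.10 with all barcodes clustered again). The list was also lower in the Adipo-CAR-like clusters 1 (median -0.23, 8 of 23 members lower and 3 higher) and 2 (median -0.15, 6 lower and 4 higher) and in the PaS-like cluster 8 (median -0.22), and lay within random lists in cluster 0 (median 0.072). Over the Adipo-CAR-like clusters together, the triose phosphate isomerase gene Tpi1 was 1.75-fold lower (1.64 to 1.87), while Hk2, another hexokinase gene, was 1.38-fold higher (1.28 to 1.49). In cluster 1 alone, Hk2 was 2.20-fold lower (1.60 to 3.08). In cluster 3, the list passed random lists under 5 of the other settings. In cluster 5, with all barcodes clustered again or with a minimum of 1 UMI, the median stayed below 0 (-0.22 and -0.36) but within random lists, and by signal-to-noise the sign turned in clusters 2 and 8 (0.0025 and 0.020), whose calls were lost under 7 and 11 further settings.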

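In the osteoblast-like cluster 3, 19 of 44 measured mTORC1 signaling genes were higher in T2D and 3 were lower, with a median log2 ratio of 0.25, above every random list. The 3 highest ratios, among members with at least 200 UMIs, were those of genes of amino acid metabolism. Bcat1, which transfers the amino group of branched-chain amino acids, was at 2.60 CPM (1.77 to 3.70) in CTRL and 13.1 CPM (11.3 to 15.2) in T2D, 5.05-fold higher (3.43 to 7.65). Phgdh, the first enzyme of serine synthesis, was 3.09-fold higher (2.67 to 3.59), and the asparagine synthetase gene Asns was 2.54-fold higher (2.07 to 3.13). Of 46 measured genes of the unfolded protein response, 16 were higher and 1, Sdf2l1, was lower, with a median of 0.16, percentile 99.7. Sec61a1, a part of the channel that carries proteins into the endoplasmic reticulum, was at 109 CPM (103 to 115) in CTRL and 179 CPM (172 to 186) in T2D, and the chaperone gene Hyou1 was 1.71-fold higher (1.35 to 2.18).
In the PaS-like cluster 8, 14 of 42 unfolded protein response genes were higher and 3 lower, with a median of 0.22, above every random list. The chaperone gene Calr was at 569 CPM (531 to 608) in CTRL and 1016 CPM (967 to 1067) in T2D, 1.79-fold higher (1.64 to 1.94), and Hsp90b1, another chaperone of the endoplasmic reticulum and, like Calr, also in the mTORC1 list, was 1.31-fold higher (1.21 to 1.42). The stress-induced genes Atf3 and Ppp1r15a were 1.35-fold lower (1.20 to 1.53) and 1.31-fold lower (1.15 to 1.49). Of 32 mTORC1 signaling genes, 10 were higher and 2 lower, and the median of 0.036, percentile 86.3, lay within random lists. It lay below 0 under 5 of the other settings, the lowest value being -0.039 with each cell thinned to 2000 UMIs. Beside these lists, transcripts of neutrophil granule proteins summed to 58.2 CPM in CTRL and 132 CPM in T2D over the osteoblast-like clusters.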

Further bioinformatic analyses with Metascape showed that the ossification genes were most downregulated in cluster 0 in T2D, indicating that the Osteo-CAR cells were likely suppressed in osteogenic potential (Figure 4E). Thus, T2D appears to disrupt normal bioenergetics and related processes in both osteoblast-lineage cells and the other mesenchymal cell types in the marrow.

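In the Osteo-CAR-like cluster 0, members of the ossification list lay in both directions, with Bglap, Ibsp and Dmp1 among the lower and Alpl, Omd and Lef1 among the higher in T2D. Bglap (ENSMUSG00000074483, chromosome 3 of GRCm38 from 88383501 to 88384464), which encodes osteocalcin, was at 3553 CPM (3507 to 3599.5) in CTRL and 1881 CPM (1851 to 1910.4) in T2D, 1.89-fold lower (1.85 to 1.93). Bglap3, a close copy nearby on the same chromosome that may share reads with it, was 2.58-fold lower (2.34 to 2.84). Ibsp, the bone sialoprotein gene, was 1.66-fold lower (1.64 to 1.68), Dmp1 was 1.85-fold lower (1.75 to 1.96), and Bmp4, which encodes a bone morphogenetic protein, was 2.34-fold lower (2.04 to 2.68). Col1a1, the type I collagen gene, was chosen after its value was seen and was 1.60-fold lower (1.57 to 1.62). Alpl (ENSMUSG00000028766, chromosome 4 of GRCm38 from 137741733 to 137796384) was at 782 CPM (761 to 804) in CTRL and 1611 CPM (1584 to 1638) in T2D, 2.06-fold higher (1.99 to 2.13). Omd, which encodes the matrix protein osteomodulin, was 2.26-fold higher (2.08 to 2.46), and Lef1, a transcription factor of the Wnt pathway, was 3.41-fold higher (2.45 to 4.84). Sp7, which encodes osterix, a transcription factor needed to form osteoblasts, was at 119 CPM (111 to 128) in CTRL and 145 CPM (137 to 153) in T2D.
Of 80 measured ossification genes, 21 were lower and 16 higher. The median log2 ratio was 0.076, above 96.2% of random lists, while the mean was -0.030, percentile 1.77. Random lists had 1 to 10 lower and 4 to 14 higher members (central 95%), a comparison added after the median had been seen. Of 29 measured genes of the osteoblast matrix and its processing, 9 were lower and 7 higher (median -0.043, within random lists). This median was below random lists with the stricter filter on cells (-0.11), above 0 under 7 of the other settings and, of these, above random lists at a resolution of 0.7 (0.23). The ossification list includes Spp1 and Mmp13, which define the cluster. In the Adipo-CAR-like cluster 1, where Bglap is scarce, it was at 195 CPM (183 to 207) in CTRL and 304 CPM (288 to 320.4) in T2D. Among the other cell types examined, Bglap was lower only in pericyte-like cells, at 867 CPM in CTRL and 203 CPM in T2D. It was higher in neutrophil-like cells, at 125 and 2427 CPM, and in erythroid-like cells of cluster 6, at 58.5 and 123 CPM. It was also higher in HSPC-like (97.0 and 191 CPM), endothelial-like (334 and 441 CPM) and chondrocyte-like cells (3832 and 4193 CPM).
At a resolution of 0.7, cluster 0 split into a part of 526 CTRL and 618 T2D cells and a part of 404 and 461 cells. In the first, Bglap was at 665 CPM in CTRL and 662 CPM in T2D, Col1a1 was 1.37-fold higher (1.30 to 1.44), Ibsp was 1.20-fold lower (1.18 to 1.23), Alpl was 1.92-fold higher (1.84 to 2.01), and the ratio of Dmp1 was 1.45 (0.844 to 2.56). In the second, Bglap was 1.86-fold lower (1.82 to 1.90), Col1a1 1.56-fold (1.54 to 1.59), Ibsp 1.84-fold (1.81 to 1.87) and Dmp1 1.64-fold (1.55 to 1.74), and Alpl was 2.22-fold higher (2.12 to 2.33). Cxcl12 was at 13918 CPM in CTRL and 11554 CPM in T2D in the first part, and at 1356 and 1567 CPM in the second. The lower Bglap, Col1a1 and Dmp1 thus lay in the part with less Cxcl12.

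**Figure D3:**
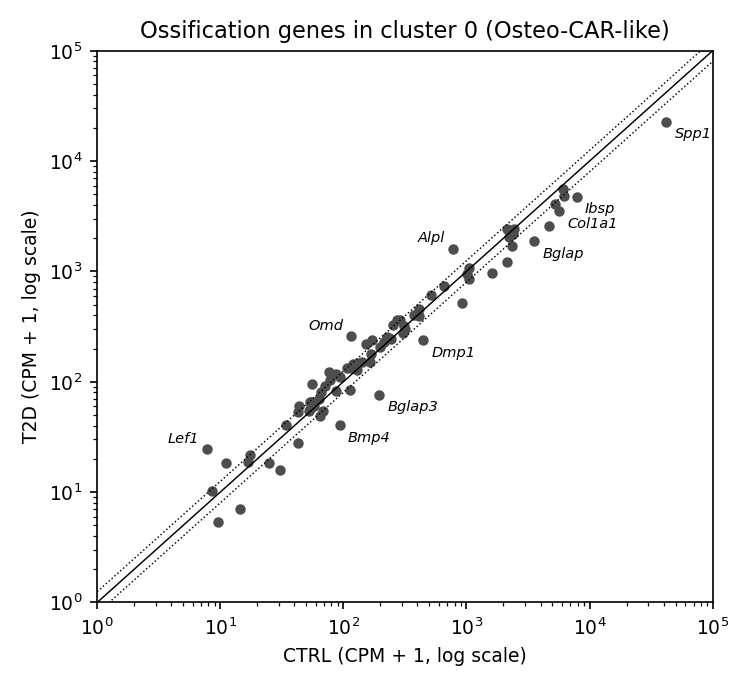
CPM + 1 of the 80 measured ossification genes in cluster 0, CTRL on the x axis and T2D on the y axis, both logarithmic, 1 library per group; each point is a gene, the solid line marks equality and the dotted lines mark values that differ by 25%. Bglap, Ibsp and Dmp1 lie among the 21 lower genes and Alpl, Omd and Lef1 among the 16 higher ones.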

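The mTORC1 list, higher in cluster 3, had a median log2 ratio of 0.018 in the Osteo-CAR-like cluster 0, within random lists, and the ossification list had one of -0.10 in the osteoblast-like cluster 3, where 23 of 79 members were lower and 13 higher. Mepe, which encodes a matrix protein of osteocytes, was at 16.3 CPM (14.1 to 18.8) in CTRL and 5.26 CPM (4.10 to 6.64) in T2D in cluster 3, and Tmem119, which encodes a membrane protein of osteoblasts, was 1.59-fold higher (1.52 to 1.66). Genes of the osteoblast matrix and of its processing were higher there, with 13 of 30 members higher and 3 lower (median 0.26), but within random lists by signal-to-noise (0.078). From the altered OXPHOS and glycolysis genes, the increased protein synthesis pathways in osteoblasts and PaS cells and the lower ossification genes in Osteo-CAR cells, the paper proposes that T2D disturbs bioenergetics and related processes in osteoblast-lineage cells as well as in the other mesenchymal cells of the marrow.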

To assess the actual changes in energy metabolism, we purified bone marrow stromal cells (BMSC) from the central marrow for metabolic assays in vitro. Immuno-depletion with MACS beads effectively eliminated CD45^+^ hematopoietic cells from the mesenchymal cells (Figure 5—figure supplement 1). In the T2D BMSC, both glucose consumption and lactate production were markedly reduced (Figure 5A). Seahorse assays detected a significant reduction in both oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) in T2D BMSC (Figure 5B and C). The ATP production rate calculated from either glycolysis (glycoATP) or OXPHOS (mitoATP) was reduced in the T2D cells (Figure 5D). Thus, T2D suppresses both glycolysis and mitochondrial respiration in BMSC.

**Figure 5.**
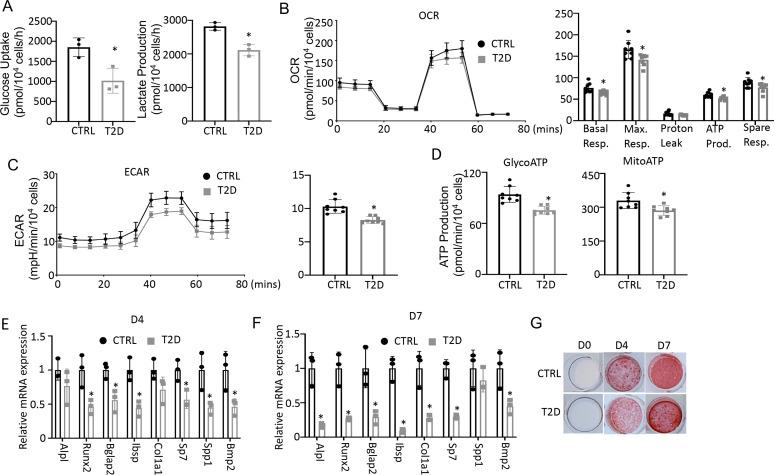
Type 2 diabetes (T2D) impairs glucose metabolism and osteogenic differentiation in bone marrow stromal cells (BMSC). (**A**) Glucose uptake and lactate production rates. n=3. (**B, C**) Seahorse measurements of oxygen consumption rate (OCR) (**B**) and extracellular acidification rate (ECAR) (**C**). n=8. (**D**) Projected ATP production glycolysis (glycoATP) and mitochondria (mitoATP) based on Seahorse. n=8. (**E, F**) qPCR for osteoblast markers at day 4 (**E**) and day 7 (**F**) of differentiation. n=3. (**G**) Alizarin red staining. Data presented as mean ± SD. *p<0.05, Unpaired student’s t-test.

**Figure 5—figure supplement 1.**
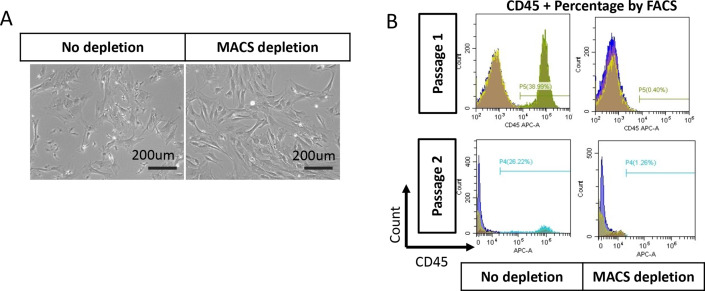
Bone marrow stromal cells (BMSC) purification with MACS beads. (**A**) Bright field of BMSC with or without depletion of CD45 + cells. (**B**) FACS analysis of CD45^+^ cell percentage for BMSC with or without depletion after one or two passages.

**Figure 5—figure supplement 2.**
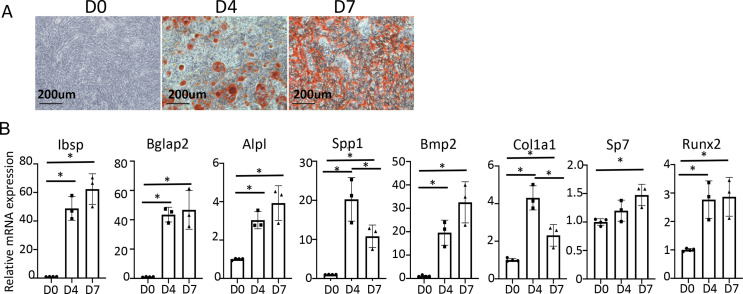
In vitro osteoblast differentiation of MACS-purified bone marrow stromal cells (BMSC) from wild-type mice. (**A**) Alizarin red staining with differentiation at day 0, day 4, and day 7. (**B**) qPCR of osteoblast marker genes. n=3. Data are represented as mean ± SD. *p<0.05, one-way ANOVA.

We next evaluated the potential effect of bioenergetic defects on osteoblast differentiation in T2D. We first confirmed that MACS-purified BMSC underwent robust osteoblast differentiation in vitro. BMSC from normal mice exhibited no Alizarin red staining before differentiation (day 0) but formed intensely stained nodules on day 4 and day 7 (Figure 5—figure supplement 2A). qPCR showed that the osteoblast makers *Ibsp*, *Bglap2*, *Alpl*, *Spp1*, *Bmp2*, *Col1a1*, *Sp7*, and *Runx2* were greatly induced after four days of differentiation, with some further upregulated on day 7 (Figure 5—figure supplement 2B). Importantly, when cultured in parallel with the normal cells, T2D BMSC expressed markedly lower levels of virtually all osteoblast markers examined on both day 4 and day 7 of differentiation (Figure 5E and F). The differentiation defect was further supported by reduced Alizarin red staining of the minerals after 4 or 7 days of differentiation (Figure 5G). Overall, the data indicate that T2D causes cell-intrinsic defects in both metabolic and osteogenic properties of BMSC.

### Enhancing glycolysis with metformin ameliorates bone loss in T2D

To test if impaired glucose utilization drives osteopenia in T2D, we sought to boost glycolysis and examine its effect on bone mass. Metformin is a widely prescribed anti-diabetic and has been proposed to boost glycolysis through a variety of mechanisms (Moonira et al., 2020; Valero, 2014; Wang et al., 2019; Zhu et al., 2020). We, therefore, administered metformin to the T2D mice through drinking water and examined the effects on metabolic and bone parameters (Figure 6A). GTT and ITT showed that glucose tolerance and insulin sensitivity were modestly improved by the metformin regimen although fasting glucose levels remained higher than normal (Figure 6B–E). Metformin did not affect body weight, body composition, or circulating insulin levels in the T2D mice (Figure 6—figure supplement 1A–C). Importantly, µCT showed that metformin notably increased trabecular bone mass (BV/TV) mainly due to increased Tb. N and Conn. Dens coupled with decreased Tb. Sp, with no changes in trabecular thickness or cortical bone parameters (Figure 6F, Figure 6—figure supplement 1D, E). Double labeling revealed that metformin increased mineralizing surfaces (MS/BS) without altering the mineral apposition rate (MAR), resulting in a 50% increase in bone formation rate (BFR) in the treated T2D mice (Figure 6G and H, Figure 6—figure supplement 1F). Thus, metformin mitigates bone loss in T2D by promoting bone formation.

**Figure 6.**
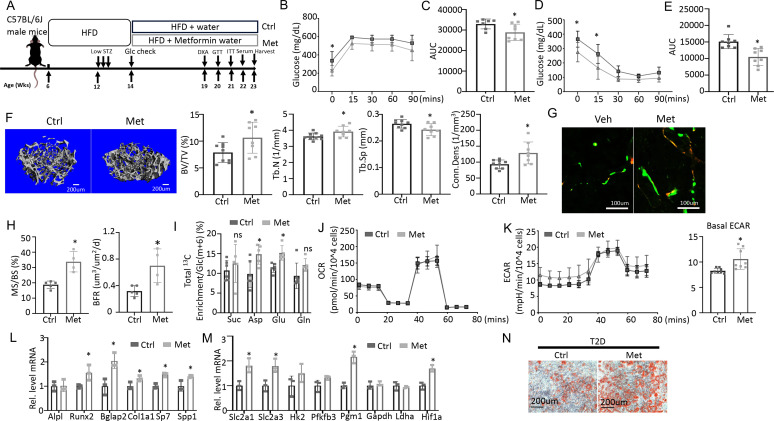
Metformin improves bone mass and glucose metabolism impaired by Type 2 diabetes (T2D). (**A**) A schematic for metformin regimen. T2D animals were randomly divided into Control (Ctrl) and metformin (Met) groups. (**B, C**) Glucose tolerance test (GTT) curve (**B**) and area under curve (**C**). Ctrl, n=7; Met, n=8. (**D, E**) ITT curve (**D**) and area under curve (**E**). n=8. (**F**) Representative µCT images and quantification of trabecular bone in the distal femur. Ctrl, n=9; Met, n=8. (**G, H**) Representative images (**G**) and quantification (**H**) of double labeling in trabecular bone of the distal femur. Ctrl, n=5; Met, n=4. (**I**) Carbon enrichment of TCA metabolites normalized to Glc(m+6). Ctrl, n=6; Met, n=5. (**J, K**) Seahorse measurements of oxygen consumption rate (OCR) (**J**) and extracellular acidification rate (ECAR) (**K**) with or without 1 mM metformin treatment for 24 hr. n=8. (**L, M**) qPCR analyses of osteoblast markers (**L**) and glycolysis-related genes (**M**) in bone marrow stromal cells (BMSC) at day 7 of differentiation with or without 1 mM metformin treatment. n=3. (**N**) Alizarin red staining at day 7 of osteoblast differentiation. Data are presented as mean ± SD. *p<0.05, two-way ANOVA followed by Sidak’s multiple comparisons (**B, D**) or Student’s t-test (all others).

**Figure 6—figure supplement 1.**
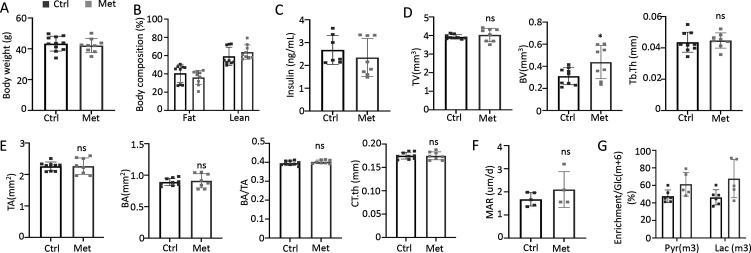
Metformin improves bone mass in Type 2 diabetes (T2D) mice. (**A**) Body weight. Ctrl, n=11; Met, n=9. (**B**) Body composition. n=9. (**C**) Serum insulin level. Ctrl, n=7; Met, n=8. (**D**) Trabecular bone parameters of femurs by µCT. Ctrl, n=9; Met, n=8. (**E**) Cortical bone parameters of femur midshaft. Ctrl, n=9; Met, n=8. (**F**) Mineral apposition rate by double labeling method. Ctrl, n=5; Met, n=4. (**G**) Relative enrichment of specific isotopomers normalized to Glc(m+6). Ctrl, n=6; Met, n=5. Data are represented as mean ± SD. *p<0.05 by Student’s t-test.

To assess the potential effect of metformin on glucose metabolism in bone, we next performed stable isotope tracing with ^13^C_6_-Glc in the T2D mice with or without metformin treatment immediately before harvest at 23 weeks of age (Figure 6A). Both Pyr(m+3) and Lac(m+3) normalized to Glc(m+6) in bone exhibited a trend of increase in response to metformin, but the differences did not achieve statistical significance, likely due to insufficient power of the sample size (Figure 6—figure supplement 1G, p=0.05). On the other hand, the total carbon enrichment of aspartate and glutamate relative to Glc(m+6) was significantly increased by metformin, indicating increased glucose entry into the TCA cycle in bone (Figure 6I). The data, therefore, support that metformin promotes bone glucose metabolism in T2D mice.

We next examined whether metformin has a direct effect on osteoblast-lineage cells. For metabolic effects, BMSC from T2D mice were treated with metformin for 24 hr before Seahorse assays. Metformin had a negligible effect on OCR but significantly elevated ECAR (Figure 6J and K). Moreover, in osteoblast differentiation assays, metformin increased the expression of multiple osteoblast markers and key glycolysis genes in T2D BMSC (Figure 6L and M). Similarly, metformin notably improved the formation of mineralized nodules by the T2D cells following osteoblast differentiation (Figure 6N). Together, these findings indicate that metformin directly enhances both glycolysis and osteoblast differentiation in T2D BMSC.

### Genetic activation of glycolysis reduces bone loss in T2D

To corroborate the direct effect on bone, we utilized a transgenic mouse model that increased glycolysis specifically in the osteoblast-lineage cells. The transcription factor Hif1α is known to stimulate the expression of numerous genes in the glycolytic pathway, thus promoting glycolysis. Here, we generated mice with the genotype of Osx-rtTA; tetO-Cre; Hif1dPA (Hif1OE hereafter) to allow for Cre-mediated expression of a degradation-resistant form of Hif1a (Hif1dPA) in the osteoblast lineage upon Dox administration. Their sex-matched littermates missing at least one of the three transgenes were used as controls (Ctrl). Both Hif1OE and Ctrl males were either fed the regular chow (normal group) or induced to develop T2D (Figure 7A). Dox was supplied in the drinking water for both groups at 14 weeks of age until harvest at 21.5 weeks. Gene expression studies with bones from the T2D group confirmed that Hif1a and several glycolysis-related genes including Pfkfb3, Ldha, and Ldhb, were upregulated in Hif1OE over Ctrl mice (Figure 7B). In the normal group, µCT analyses of the cortical bone detected no change in cortical bone fraction (BA/TA) or cortical thickness (Ct. Th), although there was an unexpected decrease in the cross-sectional size (TA and BA) in Hif1OE (Figure 7C and D, Figure 7—figure supplement 1A). Importantly, under T2D conditions, Hif1OE showed a significant increase in both cortical bone fraction (BA/TA) and cortical thickness (Ct. Th) when compared to Ctrl (Figure 7D). No difference was detected in the trabecular bone parameters of Hif1OE and Ctrl in the normal group (Figure 7E, Figure 7—figure supplement 1B). However, among the T2D mice, trabecular bone faction (BV/TV) and volume (BV) trended higher in Hif1OE than Ctrl mice, without changes in the other parameters (Figure 7E, Figure 7—figure supplement 1B). Student’s t-test of BV/TV or BV between the two diabetic groups detected statistical significance (p<0.05), but two-way ANOVA among all four groups did not confirm a significant effect by Hif1OE on the trabecular bone, likely due to insufficient power of the sample size. Double labeling experiments in the diabetic mice detected a notable increase in trabecular bone formation (BFR/BS), thanks to increased MS/BS but unchanged MAR in Hif1OE (Figure 7F and G, Figure 7—figure supplement 1C). Overall, Hif1a overexpression in osteoblast-lineage cells stimulates bone formation in the T2D but not the healthy mice.

**Figure 7.**
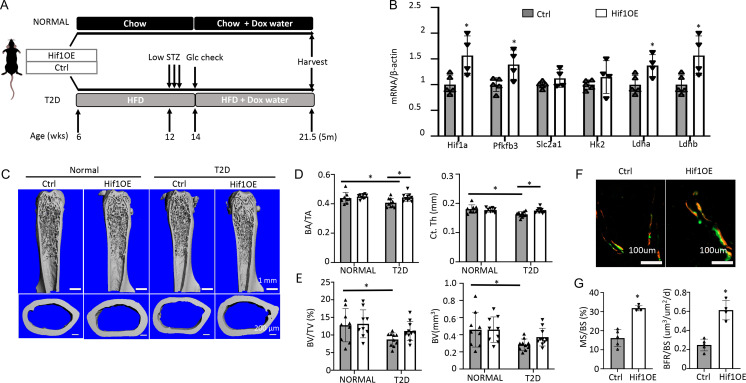
Targeted overexpression of Hif1a in osteoblasts rescues low bone mass in Type 2 diabetes (T2D) mice. (**A**) A schematic for Hif1a overexpression (Hif1OE) in normal or T2D conditions. (**B**) qPCR analyses of glycolysis-related genes in bones of diabetic mice with or without Hif1a overexpression. n=4. (**C–E**) Representative µCT images (**C**) and quantification of cortical bone (**D**) and distal trabecular bone (**E**) of the femur. n=10. (**F, G**) Representative images (**F**) and quantification (**G**) of double labeling in trabecular bone of proximal tibia in diabetic mice. Ctrl, n=5, Hif1OE, n=4. Data presented as mean ± SD. *p<0.05 Unpaired Student’s t-test (**B, G**) or two-way ANOVA followed by Fisher’s LSD test (**D, E**).

**Figure 7—figure supplement 1.**
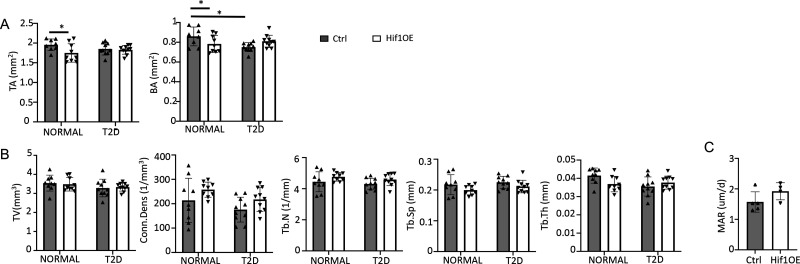
Hif1a overexpression improves bone mass in Type 2 diabetes (T2D) mice. (**A, B**) Cortical (**A**) and trabecular (**B**) bone parameters by µCT. (**C**) Mineral apposition rate (MAR) from double labeling in the T2D group. Ctrl, n=5; Hif1OE; n=4. Data are represented as mean ± SD. *p<0.05, two-way ANOVA followed by Fisher’s LSD test (**A, B**) or Student’s t-test (**C**).

**Figure 7—figure supplement 2.**
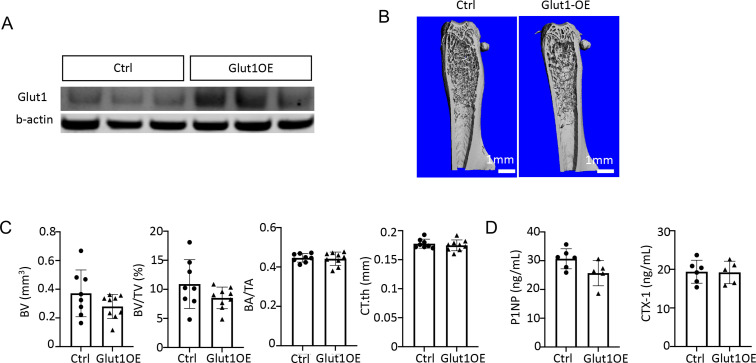
Glut1 overexpression does not improve bone in Type 2 diabetes (T2D) mice. (**A**) Glut1 overexpression in the bone shaft by Western blot. (**B**) Representative µCT images. (**C**) Quantification by µCT. Ctrl, n=8; Glut1OE; n=9. (**D**) Serum P1NP and CTX-1 levels. Ctrl, n=6; Glut1OE; n=5. Data are represented as mean ± SD. *p<0.05 by Student’s t-test. Figure 7—figure supplement 2—source data 1.Raw images of Western blots for Figure 7—figure supplement 2A. Figure 7—figure supplement 2—source data 2.Raw western blots.

We next explored specific steps in the glycolytic pathway that may be targeted to enhance bone formation in the T2D mice. Overexpression of Glut1, a major glucose transporter in osteoblasts, has been shown to promote bone formation in normal mice (Wei et al., 2015). We, therefore, generated mice with the genotype of Osx-rtTA; TRE-Glut1 (Glut1OE) to induce Glut1 overexpression in osteoblast-lineage cells with Dox. Both Glut1OE males and their sex-matched littermates (Ctrl) missing one of the two transgenes were rendered diabetic, and then exposed to Dox according to the same regimen as described for the Hif1OE mice. Western blot analyses demonstrated successful overexpression of Glut1 in the bone shaft of long bones in Glut1OE (Figure 7—figure supplement 2A). However, µCT analyses detected no significant change in either trabecular or cortical bone parameters between Glut1OE and Ctrl mice (Figure 7—figure supplement 2B, C). Likewise, serum P1NP and CTX-1 levels were similar between the genotypes, with P1NP trending down in the Glut1OE mice (Figure 7—figure supplement 2D). Thus, increased Glut1 expression does not improve osteopenia in T2D mice.

We next investigate the potential effect of phosphofructokinase-2/fructose-2,6-bisphosphatase (Pfkfb3) which functions downstream of Glut1 in the core glycolysis pathway. Pfkfb3 synthesizes fructose-2,6-bisphosphate (F2,6P2), a potent allosteric activator of 6-phosphofructo-1-kinase (Pfk1) which in turn controls a rate-limiting step of glycolysis (De Bock et al., 2013). In a parallel study to be published elsewhere, we found that overexpression of Pfkfb3 in primary cultures of murine calvarial preosteoblasts markedly stimulated glucose consumption and lactate production. We further generated a mouse strain (R26-TRE-Pfkfb3, or TRE-Pfkfb3 in short) to allow for overexpression of Pfkfb3 in vivo in a doxycycline-dependent manner. Here, we generated Osx-rtTA; TRE-Pfkfb3 mice (Pfkfb3OE) along with their control littermates (Ctrl) missing at least one of the two transgenes. Cohorts of Pfkfb3OE and Ctrl mice were each divided into a normal or T2D group. In the T2D group, the mice were rendered diabetic and then treated with Dox for the remainder of the experiment, whereas those in the normal group were maintained on regular chow before being treated with Dox in the same way (Figure 8A). Upon harvest of the mice, µCT analyses detected no difference in any of the trabecular bone parameters between Pfkfb3OE and Ctrl mice in the normal group (Figure 8B, Figure 8—figure supplement 1A). However, within the T2D group, Pfkfb3OE significantly increased trabecular BV, trabecular bone fraction (BV/TV), coupled with increased Conn. Dens, increased Tb. N and reduced Tb. Sp (Figure 8B and C, Figure 8—figure supplement 1A). Similarly, Pfkfb3 overexpression did not change the cortical bone parameters in the normal group, but it increased cortical bone fraction (BA/TA) in the T2D group, thanks to the correction of total cross-sectional area (TA) (Figure 8D, Figure 8—figure supplement 1B). Dynamic histomorphometry revealed that Pfkfb3 overexpression in T2D mice increased BFR due to a marked increase in bone MS/BS without affecting the MAR (Figure 8E, Figure 8—figure supplement 1C). Serum biochemical assays showed that Pfkfb3 overexpression elevated P1NP levels without changing CTX-I in the T2D mice (Figure 8F). RT-qPCR detected a modest increase of Pfkfb3, Hif1a, Glut1, and Ldhb mRNA in the bone shaft of Pfkfb3OE diabetic mice versus Ctrl T2D mice (Figure 8G). Overall, the results demonstrate that bone-specific activation of glycolysis is an effective anabolic strategy to counter the bone loss in T2D mice.

**Figure 8.**
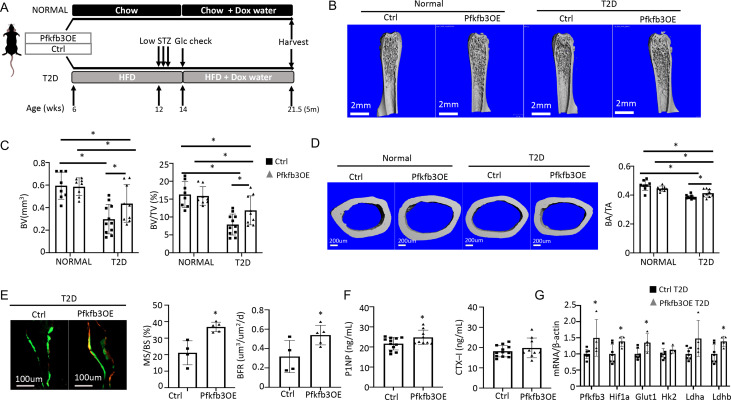
Osteoblast-directed Pfkfb3 overexpression corrects bone loss in Type 2 diabetes (T2D). (**A**) A schematic for experimental design. Representative µCT images (**B**) and quantification (**C**) of trabecular bone in the distal femur. (**D**) Representative µCT images and quantification of cortical bone in femur. Ctrl NORMAL, n = 8; Pfkfb3OE NORMAL, n = 8; Ctrl T2D, n = 11; Pfkfb3OE T2D, n = 9. (**E**) Representative images and quantification of double labeling in trabecular bone of the proximal tibia. Ctrl T2D, n = 4; Pfkfb3OE T2D, n = 5. (**F**) Serum markers for bone formation (P1NP) and resorption (CTX-1). Ctrl T2D, n = 12; Pfkfb3OE T2D, n = 9. (**G**) qPCR analyses of glycolysis-related genes in bone. Ctrl T2D, n = 7; Pfkfb3OE T2D n = 4. Data presented as mean ± SD. *p<0.05, Two-way ANOVA followed by Fisher’s LSD test (**C, D**) or Student’s t-test (all others).

**Figure 8—figure supplement 1.**
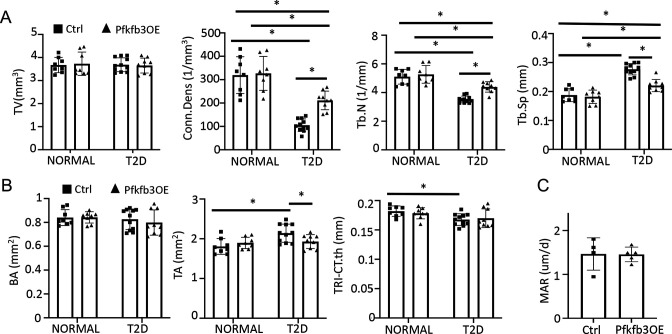
Pfkfb3 overexpression improves bone mass in Type 2 diabetes (T2D mice). (**A, B**) Trabecular (**A**) and cortical (**B**) bone parameters of Pfkfb3OE versus Ctrl mice in T2D or NORMAL groups. Ctrl NORMAL, n = 8; Pfkfb3OE NORMAL, n = 8; Ctrl T2D, n = 11; Pfkfb3OE T2D, n = 9. (**C**) Quantification of mineral apposition rate (MAR) by double labeling in T2D mice with or without Pfkfb3OE. Ctrl T2D, n = 4; Pfkfb3OE T2D, n = 5. Data are represented as mean ± SD. *p<0.05, two-way ANOVA followed by Fisher’s LSD test (**A, B**) or by Student’s t-test (**C**).

## Discussion

We have investigated the mechanism underlying the bone anabolic defect in a T2D mouse model. Evidence from multiple approaches including stable isotope tracing in vivo, scRNA-seq of bone marrow mesenchymal cells, as well as in vitro flux assays supports that T2D causes metabolic dysregulation intrinsic to osteoblast lineage cells. Importantly, activation of glycolysis either pharmacologically or by genetic means effectively enhances bone formation and preserves bone mass in diabetic mice. The results, therefore, support osteoblast-intrinsic impairment of glucose metabolism as a pathogenic mechanism for diabetic osteopenia in T2D.

Although adult-onset T2D differs from youth-onset T2D in that the net bone mass is either normal or even increased in adults, they both suppress bone formation. Multiple mechanisms including hyperglycemia and decreased signaling by Wnt, adipokine, insulin, or Igf1 have been proposed to impair osteoblast differentiation and function in diabetes, but their functional relevance in vivo remains elusive (Napoli et al., 2017). Nonetheless, as Wnt and Igf1 signaling has been shown to promote glycolysis directly in osteoblast lineage cells, it is reasonable to speculate that the downregulation of the aforementioned signals may be a proximate cause for impaired glycolysis in diabetic bone (Esen et al., 2013; Esen et al., 2015). Our mouse model recapitulates the low bone turnover as seen in human patients, but we have chosen to focus on the bone anabolic defect as it drives the osteopenia phenotype. The model can be further studied in the future to determine the mechanism for impaired bone resorption in T2D and its potential contribution to impaired bone formation through a coupling mechanism. It is worth noting that others have previously reported increased osteoclasts and bone resorption in HFD-fed mice (Shu et al., 2015). Thus, the osteoclast defect observed here is caused by diabetes instead of HFD feeding per se. In any case, the current study shows that osteoblast glycolysis can be selectively targeted to increase bone mass without causing ‘coupled’ activation of bone resorption in T2D.

We have focused on glucose metabolism here, but hyperlipidemia is expected to occur in the T2D mice not only because of the HFD feeding but also because hyperglycemia and hyperinsulinemia can increase lipid accumulation in tissues (Winhofer et al., 2012). Previous studies have linked hyperlipidemia with bone loss in both humans and rodents, and have further indicated that the effect is partly mediated through suppression of osteoblast differentiation (Tintut and Demer, 2014). However, the intracellular mechanism mediating the anti-osteogenic effect of lipids has not been elucidated. Our finding that activation of glycolysis can restore bone formation in the face of hyperlipidemia argues that impaired glycolysis could be a major driver for the bone pathology downstream of hyperlipidemia. It should be interesting then to test whether hyperlipidemia suppresses glycolysis in osteoblasts in the future. The potential effect could be caused by either bioactive lipids signaling through putative receptors, or interruption of normal fatty acid metabolism previously implicated in osteoblast bioenergetics (Tintut and Demer, 2014; Kim et al., 2017).

Our study shows that stimulation of glycolysis either pharmacologically or by genetic activation promotes bone formation in T2D. In keeping with its bone anabolic function in vivo, metformin increased the mRNA levels of multiple genes directly or indirectly involved in glycolysis, including Slc2a1, Slc2a3, Pgm1, and Hif1a, during osteoblast differentiation in vitro. However, as metformin also improved the overall diabetic phenotype in the T2D mice, the rescue of osteoblasts could potentially be an indirect effect. Thus, targeted activation of glycolysis in osteoblasts was necessary to demonstrate a direct effect in vivo. While Hif1a is well documented to stimulate glycolysis, its target genes are numerous and include Vegf which could induce angiogenesis to secondarily promote bone formation. Pfkfb3 overexpression, on the other hand, is presumed to target a single step of glycolysis and, therefore, provides more definitive evidence for a cell-autonomous role of increased glycolysis in osteoblasts.

Overexpression of either Hif1a or Pfkfb3 did not affect bone formation in the normal mice, indicating that osteoblast glycolysis is unlikely to be rate-limiting for bone homeostasis in healthy adult mice. We previously showed that overexpression of a different form of stabilized Hif1a in osteoblasts increased trabecular bone mass in young healthy mice (Regan et al., 2014). However, there are important differences between the two studies. In the earlier study, Hif1a-PPN carrying three alanine substitutions (P402A, P564A, and N803A) was expressed from a tetO promoter in the transgene in response to Dox. Here, Hif1dPA (P402A, P564A) was expressed from the Rosa26 endogenous locus upon removal of a stop cassette by Cre in response to Dox. The differences in promoter strength and the point mutations could lead to variable activity levels for Hif1a in osteoblasts between the two models. Moreover, the earlier study analyzed the bone mass at 5 weeks of age when the mice were actively accruing bone, but the current analysis was performed with 5-month-old adult mice which had a considerably lower basal bone formation rate.

Overexpression of Glut1 failed to rescue bone formation, indicating that glucose uptake was not responsible for the impaired bone anabolic activity in T2D. The result further supports the notion that the downregulation of Glut1 in diabetic bones likely represents a protective mechanism against cellular damage, as an intracellular accumulation of glucose is known to be cytotoxic through multiple mechanisms (Brownlee, 2001). In particular, activation of the polyol pathway could deplete both NADPH and NAD^+^ in osteoblasts. Whereas NADPH is critical for glutathione homeostasis and oxidative stress control, NAD^+^ is required as a co-factor for glycolysis. On the other hand, hyperactivation of the hexosamine biosynthetic pathway could impair protein functions via abnormal glycosylation. It’s important to note that both pathways branch off the core glycolysis pathway upstream of the step stimulated by Pfkfb3. Thus, Pfkfb3 overexpression may diminish the flux into the harmful side pathways while boosting core glycolysis in osteoblasts of the T2D mice. Future experiments are necessary to determine the potential flux changes in vivo.

In conclusion, the study identifies impaired glucose metabolism in osteoblasts as a key mediator for the bone anabolic defect in T2D. Furthermore, osteoblast glycolysis offers a promising target for developing future bone therapies.

## Materials and methods

### Mice

Animal experiments were conducted with approval from the Institutional Animal Use and Care Committee at Children’s Hospital of Philadelphia (IACUC NO: IAC 21–001296). Mice were housed with a 12:12 hr light-dark cycle at 22°C. The TRE-Pfkfb3 mouse was generated by placing a doxycycline-inducible Pfkfb3 (CDS isoform 6, NCBI NM_133232.3) expression cassette into the Rosa26 locus by homologous recombination. Chimeric founder mice were created by blastocyst injection of the correctly targeted ES cells and then mated with C57BL/6 N to confirm germ-line transmission. The other mouse strains including TRE-Glut1, Osx-rtTA, Hif1dPA, and TetO-Cre were as previously described, and maintained on the C57BL/6 J background (Song et al., 2020; Pereira et al., 2013; Kim et al., 2006; Perl et al., 2002). For Dox-mediated gene induction, Dox was supplied in drinking water at 1 mg/ml (Doxycycline hyclate, D9891, Sigma).

### T2D mouse model

For T2D induction, C57BL/6 J male mice were fed ad libitum a high-fat diet (HFD, Research diet D12492, 60 kcal% Fat) starting at 6 weeks of age, injected with low-dose streptozotocin (STZ, 30 mg/kg, Sigma) once daily for three consecutive days (5 hr fasting before each injection) starting at 12 weeks of age, and continued on HFD until harvest at 22 weeks of age. Males were used because they were more prone to develop T2D with the protocol. The control group was C57BL/6 J male mice of the same age and fed ad libitum regular chow (CTRL, Rodent Laboratory Chow 5015, Purina, USA). Both groups had free access to water. Random glucose level was measured at two weeks after the first STZ injection, and mice with levels lower than 200 mg/dL were excluded from further study. Metformin hydrochloride (4 mg/mL, Cayman Chemical, No. 13118) and Dox (1 mg/mL) were dissolved in drinking water with the water bottle changed twice weekly.

### GTT and ITT

Glucose tolerance test (GTT) and insulin tolerance test (ITT) were carried out with one-week intervals for the animals to recover from stress. For ITT, mice were injected intraperitoneally with human insulin at 0.5 U/kg body weight (Novalin R U-100) after 6 hr of fasting. Blood samples were collected at the indicated time (0, 15, 30, 60, and 90 min after injection) from a cut in the tail for glucose measurements with a glucometer. For GTT, mice were intraperitoneally injected with glucose at 2 g/kg body weight after 6 hr of fasting. Blood glucose levels were measured at 0, 15, 30, 60, 90, and 120 min after injection. The upper limit of the glucometer was 600 mg/dL; glucose levels were recorded as 600 mg/dL when the reading was out of range.

### Serum biochemical assays

Sera were collected from mice through retro-orbital bleeding after 6 hr of fasting. CTX-I and P1NP assays were performed with the RatLaps (CTX-I) EIA and Rat/Mouse P1NP EIA Kit (Immunodiagnostic Systems, Ltd.), respectively. Insulin and Igf1 assays were performed with a mouse insulin ELISA kit (Ultra Sensitive Mouse Insulin ELISA, Cat#90080, Crystal Chem) and a mouse Igf1 ELISA kit (Mouse IGF-1 ELISA Kit, Cat#80574, Crystal Chem). HOMA-IR was calculated as follows: HOMA IR = fasting insulin (mU/L) * fasting glucose (mg/dL)/405. Fasting glucose levels were measured with a glucometer in blood collected from a tail-vein cut.

### Skeletal phenotyping

The distal end of the femur was scanned by μCT (μCT45; SCANCO Medical) at 4.5 μm isotropic voxel size. For trabecular bone analyses, regions of interest were selected at 0.45–2.25 mm below the growth plate. For cortical bone, a total of 70 slices at the femur midshaft located at 5.4 mm away from the distal growth plate were analyzed. Parameters computed from these data included BV, TV, BV/TV, Tb.Th, Tb.N, Tb. Sp, and Conn. Dens at the distal femoral metaphysis and TA, BA, BA/TA and Ct. th at the mid-diaphysis of the femur.

Dynamic histomorphometry was conducted by sequential injections of calcein green (5 mg/kg body weight (bw)) and alizarin red (15 mg/kg bw) at 7 and 2 days, respectively, prior to sacrifice. Femurs or tibias were fixed with 4% PFA in PBS for 48 hr and then kept in 70% ethanol with protection from light; the fixed bones were switched to 30% sucrose in PBS overnight before OCT embedding and cryostat sectioning. Longitudinal 10 µm cryostat sections of the undecalcified bones were collected with Cryofilm type II membrane (Section Lab, Co. Ltd., Japan) and imaged using Axioscan (ZEISS, Germany). Quantification was performed with BIOQUANT Image Analysis System (BIOQUANT Image Analysis Corporation, USA).

### Stable isotope tracing in vivo

Conscious animals were fasted for 6 hr and then injected with one bolus of Lee et al., 2020 ^13^C_6_-Glc (40 mg/mouse) via tail vein at 60 min before the plasma and bone shafts were harvested Lee et al., 2020. For plasma metabolite extraction, plasma (5 µl) was added to 120 µl of −20°C 40:40:20 methanol: acetonitrile: water (extraction solvent), vortexed, and centrifuged at 21,000 g for 20 min at 4°C. The supernatant (40 µl) was collected for liquid chromatography–mass spectrometry (LC–MS) analysis. For bone metabolite extraction, frozen bones (1 tibia and 1 femur) were transferred to 2 ml round-bottom Eppendorf Safe-Lock tubes on dry ice. Samples were then ground into a powder with a cryoMill machine (Retsch) for 30s at 25 Hz, and maintained at a cold temperature using liquid nitrogen. For every 20 mg tissue, 800 μl of −20°C extraction solvent was added to the tube, vortexed for 10s, and then centrifuged at 21,000 × g for 20 min at 4°C. The supernatants (500 μl) were transferred to another Eppendorf tube, dried using an N2 evaporator (Organomation Associates, Berlin, MA), and redissolved in 50 μl of −20°C extraction solvent. Redissolved samples were centrifuged at 21,000 × g for another 20 min at 4°C. The supernatants were then transferred to plastic vials for LC-MS analysis. A procedure blank was generated identically without tissue, and was used later to remove the background ions.

For metabolite measurements by LC-MS, a quadrupole-orbitrap mass spectrometer (Q Exactive Plus, Thermo Fisher Scientific, San Jose, CA) operating in negative mode was coupled to hydrophobic interaction chromatography (HILIC) via electrospray ionization. Scans were performed from m/z 70–1000 at 1 Hz and 140,000 resolution. LC separation was conducted on an XBridge BEH Amide column (2.1 mm × 150 mm × 2.5 mm particle size, 130 Å pore size; Water, Milford, MA) using a gradient of solvent A (20 mM ammonium acetate, 20 mM ammonium hydroxide in 95:5 water: acetonitrile, pH 9.45) and solvent B (acetonitrile). Flow rate was 150 mL/min. The LC gradient was: 0 min, 85% B; 2 min, 85% B; 3 min, 80% B; 5 min, 80% B; 6 min, 75% B; 7 min, 75% B; 8 min, 70% B; 9 min, 70% B; 10 min, 50% B; 12 min, 50% B; 13 min, 25% B; 16 min, 25% B; 18 min, 0% B; 23 min, 0% B; 24 min, 85% B. Autosampler temperature was 5 °C, and injection volume was 15 μL. For improved detection of fructose-1,6-bisphosphate and 3-phosphoglycerate, selected ion monitoring (SIM) scans were added. For 3-phosphoglycerate and fructose-1,6-bisphosphate, scans were performed from 180 to 190 m/z and 336–350 m/z, respectively, from 13 to 15 min of the 25 min gradient run with 70,000 resolution and maximum IT of 500 ms and AGC target of 3 × 10^6^. Data were analyzed using the El-MAVEN (Elucidata) software Melamud et al., 2010. Carbon Enrichment was calculated as follows: Carbon Enrichment = (m0*0+m1*1+m2*2+….mn*n)/n.

### scRNA-seq

For isolation of bone marrow mesenchymal cells, epiphyseal ends of both tibias and femurs were removed and the bone marrow cells were flushed out with M-199 (Thermo Fisher Scientific, USA) supplemented with 10% FBS (heat-inactivated Qualified FBS, Thermo Fisher Scientific, USA) and collected. The bone shaft was then cut into pieces and digested with 1 mg/mL STEMxyme1 (Worthington, Ref#LS004106) and 1 mg/mL Dispase II (ThermoFisher Scientific, Ref#17105041), in M-199 supplemented with 2% FBS for 25 min at 37 °C. The digested cells and bone marrow cells were pooled together and passed through a 70 mm filter. Cells were then stained in media 199 supplemented with 2% FBS for FACS. The antibodies and staining reagents included Ter119-APC (eBioscience, Ref#17-5921-82, clone TER-119), CD71-PECy7 (Biolegend, Ref#113812, clone RI7217), CD45-PE (eBioscience, Ref#12-0451-82, clone 30-F11), CD3-PE (Biolegend, Ref#100206, clone 17A2), B220-PE (Biolegend, Ref#103208, clone RA3- 6B2), CD19-PE (Biolegend, Ref#115508, clone 6D5), Gr-1-PE (Biolegend, Ref#108408, clone RB6-8C5), Cd11b-PE (Biolegend, Ref#101208, clone M1/70), and Calcein AM (Thermo Fisher Scientific, Massachusetts, USA) for 30 min on ice. 7-AAD (Thermo Fisher Scientific, Massachusetts, USA) was added into the medium before sorting on MoFlo Astrios (Beckman Coulter, Brea, CA, USA). Bone marrow mesenchymal cells were enriched as the 7-AAD^-^/Calcein AM^+^/ CD71^-^/ Ter119^-^/ Lin (CD45/CD3/B220/CD19/Gr-1/CD11b)^-^ fraction.

scRNA-seq libraries were constructed with bone marrow mesenchymal cells from T2D vs CTRL mice with the Single Cell 3’ Reagent Kits v3.1 (10x Genomics). The cells were pooled from three T2D or CTRL mice. Sequencing was performed with a NovaSeq sequencer using 100-cycle paired-end reads, generating 200 million reads per sample. Cell ranger (10x Genomics) was used for demultiplexing, extraction of cell barcode, and quantification of unique molecular identifiers (UMIs). 

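The files hold 8608 CTRL and 8629 T2D barcodes. Over all of them, the median barcode held 4086 UMIs in CTRL and 4171 in T2D.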

8608 and 8629 cells were recovered from CTRL and T2D samples, respectively. Downstream analyses were performed using Seurat v3 Stuart et al., 2019. 

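With limits of 200 and 6000 genes and of 10% mitochondrial UMIs, 76.4% of the CTRL barcodes and 68.8% of the T2D barcodes were kept. More than 10% mitochondrial UMIs were found in 2001 CTRL barcodes (23.2%) and 2656 T2D barcodes (30.8%). Fewer than 200 genes were found in 574 and 538 barcodes, and more than 6000 in 21 and 36. Among the cells kept, the median mitochondrial share was 2.61% in CTRL and 3.18% in T2D.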

Cells with poor quality (genes >6000,, genes <200, or >10% mitochondrial genes) were excluded. We then normalized the data by the total expression, multiplied by a scale factor of 10,000, and log-transformed the result. 

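The cells kept here had a median of 2099 genes in CTRL and 2364.5 in T2D. Before the filters on cells, the medians were 1745 and 1678. The median UMIs per kept cell in T2D were 1.21 times those in CTRL.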

The medium number of features detected per cell was 2088 and 2333 from CTRL and T2D, respectively. For the integrated datasets, anchors were defined using the FindIntegrationAnchors function, and these anchors from the different datasets were then used to integrate datasets together with IntegrateData. Different resolutions were used to demonstrate the robustness of clusters. In addition, differentially expressed genes within each cluster between two datasets were identified using FindAllMarkers. GSEA with MsigDB gene sets was performed to identify pathways with significant changes. Metascape web tool was used to analyze DEG lists between T2D and Ctrl, with parameters as follows: Min Overlap: 3, p-Value Cutoff: 0.01, Min Enrichment: 1.5.

### BMSC isolation and purification

Tibias and femurs were dissected clean from adjacent tissues, and the epiphyses containing the growth plates were excised off with scissors. The bone marrow cells were flushed out with a syringe filled with MEM-α media containing 10% FBS and then passed through a cell strainer (35 µm). The cells for all four bones of one mouse were seeded into one 100 mm dish. The culture medium (MEM-α containing 10% FBS) was changed every day after 4 days following seeding, and the cells normally became confluent at day 6–8, at which time they were dissociated using Collagenase II (4 mg/ml) and 0.05% trypsin with EDTA for 5 min at 37 °C. Hematopoietic lineage cells were immuno-depleted using the MACS technique (Miltenyi Biotec, USA). Briefly, the cells were mixed with CD45 antibody-coated magnetic beads (CD45 MicroBeads, 130-052-301) and then passed through a MACS LD column (Miltenyi Biotec, 130-042-901) on a MidiMACS separator (Miltenyi Biotec, 130-042-302) attached to a multistand. The purified cells were cultured and passaged once for osteogenic differentiation and metabolic assays.

For osteoblast differentiation, when the BMSCs reached 100% confluency, MEM-α containing 4 mM ß-glycerol phosphate (Sigma, G9422), and 50 ug/ml ascorbic acid (Sigma, A4544) was added and then changed daily. Cells after 4 or 7 days of differentiation were dissociated with 4 mg/ml collagenase I in PBS for 45 min, then with 0.05% trypsin for 10 min for RNA extraction or metabolic assays.

### In vitro metabolic assays

For Seahorse assays, BMSC purified with MACS were seeded at 2 × 10^5^ cells/cm^2^ into XF96 tissue culture microplates (Agilent) at 24 hr prior to experiments. Complete Seahorse medium was prepared from Agilent Seahorse XF Base Medium (Agilent, 102353) containing 5.5 mM glucose, 2 mM glutamine, and 1 mM pyruvate, with pH 7.4. The cells were incubated in 180 μl complete Seahorse medium at 37 °C for 1 hr in a CO_2_-free incubator before measurements in Seahorse XFe96 Analyzer. The following working concentrations of compounds were used: 2 μM Oligomycin, 3 μM FCCP, 1 μM Rotenone, and 1 μM Antimycin A. The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were normalized to the seeded cell number. Theoretical ATP production rates from glycolysis and OXPHOS was calculated based on the reading of OCR and ECAR. Wave Pro software was used to calculate the following parameters: Proton efflux rate (PER), glycoPER, glycoATP Production Rate, mitoATP Production Rate, and TotalATP Production Rate.

For glucose consumption and lactate production, BMSC were seeded at 4 × 10^5^ cells/cm^2^ in six-well plates and cultured in a customized medium (with glucose, pyruvate, and glutamine reconstituted before use) for 24 hr. The medium was collected for glucose or lactate measurement with Glucose (HK) Assay Kit (Sigma, GAHK20) or L-Lactate Assay Kit I (Eton Bioscience, 120001), respectively. The cells were dissociated and counted for normalization.

### RT-qPCR

Total RNA was harvested from cells or bone shafts using an RNeasy mini kit (QIAGEN) according to the manufacturer’s protocol. 1 µg RNA was reverse transcribed into cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Massachusetts, USA). The gene expression level relative to β-actin was determined by qPCR with gene-specific primers (Supplementary file 2) and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, USA). 2^-ΔΔCT^ was calculated for relative fold change.

### Western blot analyses

Protein extracts from bone were prepared in M-PER buffer (cat#78501, Thermo Fisher Scientific, USA) containing phosphatase and proteinase inhibitors (cat#78442, Halt Protease and Phosphatase Inhibitor Single-Use Cocktail, Thermo Fisher Scientific, USA). After surgical removal of the epiphysis and flushing of the marrow, the bone shafts of femurs and tibias were snap-frozen in liquid nitrogen and then homogenized with a Precellys homogenizer (Bertin Instrument, France). Proteins were separated by electrophoresis in NuPAGE 4 to 12% Bis-Tris Mini Protein Gels (Thermo Fisher Scientific, USA), and then transferred to Immobilon-FL PVDF Membrane (Millipore, USA). The membranes were blocked with Odyssey Blocking Buffer (PBS) (LI-COR Biosciences, USA), and then incubated with primary antibodies overnight. The primary antibodies included Anti-Glucose Transporter Glut1 antibody [EPR3915] (ab115730, 1:2000), Anti-Hexokinase II antibody [EPR20839] (ab209847, 1:1000), Anti-Lactate Dehydrogenase antibody [EP1566Y] (ab52488, 1:1000) and Anti-beta Actin antibody [AC-15] (ab6276, 1:2000). The secondary antibodies IRDye 800CW Donkey anti-Rabbit IgG (H+L) (LI-COR Biosciences, 1: 20,000) and IRDye 680RD Goat anti-Mouse IgG (H+L) (LI-COR Biosciences, 1:20,000) were used. The protein bands were imaged with Odyssey DLx Imaging System and quantified with Image J.

### Statistics

Statistics were conducted with unpaired Student’s t-test, one-way ANOVA followed by Student’s t-test between multiple groups or two-way ANOVA with either Sidak’s multiple comparisons or Fisher’s LSD test, as indicated in the figure legends, by using Prism Software 9.0. p-value <0.05 is considered significant. All quantitative data are presented as mean ± SD.

## Data Availability

scRNA-seq data has been deposited in GEO under access code GSE221936All source data for figures and the R script for scRNA analyses have been uploaded to Dryad (https://doi.org/10.5061/dryad.s7h44j1bc). The following datasets were generated: SongF LongF 2023Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male miceNCBI Gene Expression OmnibusGSE22193610.7554/eLife.85714PMC1019872537144869 LongF 2023Data from: Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male miceDryad Digital Repository10.5061/dryad.s7h44j1bcPMC1019872537144869

## Additional files

Supplementary file 1. 

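Supplementary file 1 lists, for each cluster, Hallmark gene sets whose genes lie together near the top or the bottom of all genes ranked by their difference between T2D and CTRL. A positive normalized enrichment score means that the genes of a set lie toward those higher in T2D, and the score is scaled by what random sets of the same size give. Of its 52 entries, 1, OXPHOS in cluster 15, gives -1.50197 in the column of nominal p-values, the value that Figure 4 source data 1 gives as the normalized enrichment score, and the false discovery rate given there stands in the last column, so the entry is shifted by 1 column. Besides the pathways of Figure 4D, the table lists the interferon alpha and gamma responses in the paper's clusters 2 and 7. In the Adipo-CAR-like cluster 2 of the clustering made here, 33 of 48 measured interferon response genes were higher in T2D and 2 were lower, with a median log2 ratio of 0.51, and in the PaS-like cluster 8, 14 of 37 were higher and 6 lower, with a median of 0.24, which was 0.061 without integration, within random lists. Irf7, a transcription factor of the interferon response, was at 48.8 CPM (43.4 to 54.6) in CTRL and 182 CPM (172 to 192) in T2D in cluster 2, 3.72-fold higher (3.28 to 4.23).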

GSEA analysis of gene expression changes in each cell cluster identified by scRNA-seq (T2D vs CTRL, FDR q<0.25).

Supplementary file 2. Nucleotide sequences of qPCR primers.

MDAR checklist

# Supplementary material for: Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male mice
**Source:** eLife. 2023 May 5;12:e85714. doi: 10.7554/eLife.85714
**Supplement:** Figure 3—source data 1.

Figure 3F Raw data

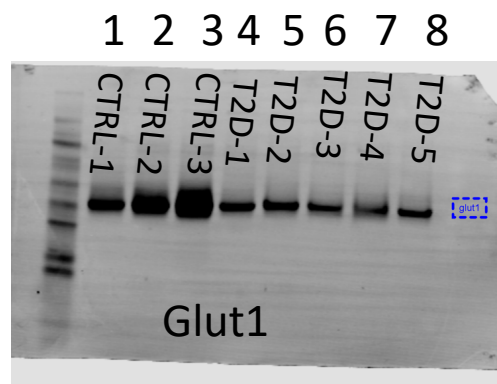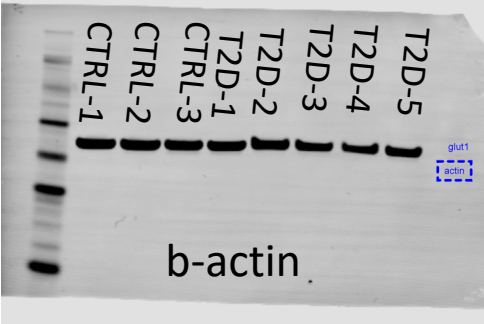

Lanes 1-6 used in figure

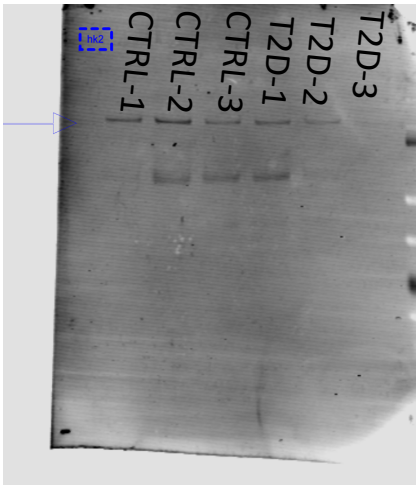

HK2
Pfkfb3 (not presented in the figure)

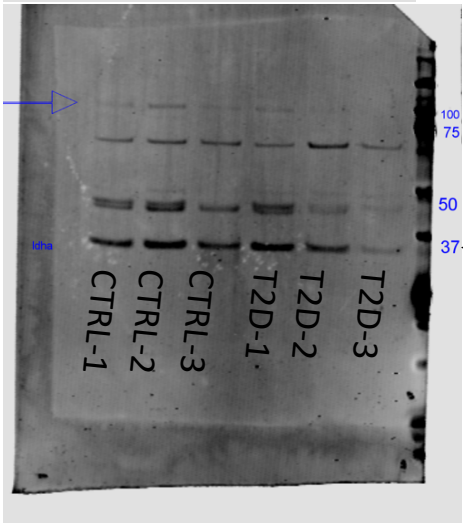

Hif1a (not presented in the figure)
LDHA

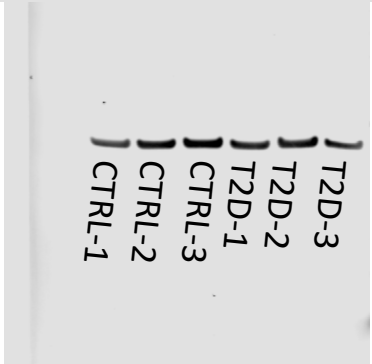

b-actin

# Supplementary material for: Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male mice
**Source:** eLife. 2023 May 5;12:e85714. doi: 10.7554/eLife.85714
**Supplement:** Figure 4—source data 1.

| pathway | FDR q-val | NES | cluster |
| --- | --- | --- | --- |
| HALLMARK_HYPOXIA | 0.14784402 | 1.2929997 | 0 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 0.15188158 | 1.309377 | 0 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 0 | -1.7547221 | 1 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 0.006597281 | 1.4519761 | 3 |
| HALLMARK_GLYCOLYSIS | 0.016376715 | 1.4558023 | 3 |
| HALLMARK_MTORC1_SIGNALING | 0.027157664 | 1.4052365 | 3 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE | 0.030373076 | 1.3959063 | 3 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 0 | -1.786996 | 5 |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY | 0.007653012 | -1.5777211 | 5 |
| HALLMARK_GLYCOLYSIS | 0.13431813 | -1.3768505 | 5 |
| HALLMARK_FATTY_ACID_METABOLISM | 0.20335594 | -1.3210925 | 5 |
| HALLMARK_CHOLESTEROL_HOMEOSTASIS | 0.20843688 | -1.3005534 | 5 |
| HALLMARK_MTORC1_SIGNALING | 0.19785942 | 1.3055938 | 7 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE | 0.20464511 | 1.2876589 | 7 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION | 0.09714227 | -1.5019742 | 15 |

Figure 4-source data 1

# Supplementary material for: Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male mice
**Source:** eLife. 2023 May 5;12:e85714. doi: 10.7554/eLife.85714
**Supplement:** Supplementary file 2.

**Supplemental File 2. Sequences of Primers**

| Primers | Forward | Reverse |
| --- | --- | --- |

# Supplementary material for: Osteoblast-intrinsic defect in glucose metabolism impairs bone formation in type II diabetic male mice
**Source:** eLife. 2023 May 5;12:e85714. doi: 10.7554/eLife.85714
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | Not applicable |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary table S1 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | Not applicable |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and methods: Bone marrow stromal cells were harvested from CTRL and T2D male mice. |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | Not applicable |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | Not applicable |
| Microbes: provide species and strain, unique accession number if available, and source. |  | Not applicable |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | Not applicable |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | Not applicable |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Previously published protocols used in this study are cited in the materials and methods session. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Figure legend: the number of biological replicates is indicated. |  |
| Randomisation | Mice were randomized into each group. |  |
| Blinding | All bone morphometric quantification was conducted blindly |  |
| Inclusion/exclusion criteria | Materials and methods: Random glucose level was measured at two weeks after the first STZ injection, and mice with levels lower than 200 mg/dL were excluded from further study in T2D group. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Replicates were plotted on graphs and mentioned in figure legends. |  |
| Define whether data describe technical or biological replicates. | All data reflect biological replicates. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | Not applicable |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods: Animal experiments were conducted with approval from the Institutional Animal Use and Care Committee at Children’s Hospital of Philadelphia. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | Not applicable |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | Not applicable |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and methods: Random glucose level was measured at two weeks after the first STZ injection, and mice with levels lower than 200 mg/dL were excluded from further study in T2D group. This criterial has been used in diabetic study. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends, Materials and Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability: ScRNA-Seq data have been deposited into GEO repository. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | Not applicable |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Data availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | Not applicable |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | Not applicable |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | Not applicable |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

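The data were UMI counts from 10x Genomics single-cell libraries (chemistry v3.1) of sorted bone marrow and bone cells of T2D and CTRL mice, 1 library per group, each pooled from 3 mice. The authors deposited raw counts per gene and barcode, made with Cell Ranger. The submitters' processing notes name version 2.1.1 and the genome mm10, while the header of the deposited counts names version 3.1.0, and which of them made the counts was not settled. The deposited barcodes include those that the paper's filters on cells exclude.

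Barcodes with 200 to 6000 genes and at most 10% mitochondrial UMIs were kept, as in the paper. The mitochondrial limit acted more on T2D than on CTRL barcodes, so the kept cells are a different fraction of each library. The counts were log-normalized to 10000 per cell, integrated with FindIntegrationAnchors and IntegrateData on 2000 variable genes and 30 dimensions, and clustered with the Louvain algorithm in Seurat 5.3.0 under R 4.3.3. The paper used Seurat v3 and its text names no number of dimensions and no resolution. The resolution was to be the lowest from 0.1 to 1.5 that gave 21 clusters, or else the nearest number, which led to 0.4 and 20 clusters. Clusters were named by hand, after their leading genes were seen, from marker lists fixed before the data were examined. Doublets were not removed. Scrublet's own threshold, in scanpy 1.11.5, marked 2 CTRL and 0 T2D cells and so had not worked, and as an alternative the 453 CTRL and 410 T2D cells with the highest scores were left out.

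Counts were summed over the cells of a cluster, or of the Adipo-CAR- or osteoblast-like clusters together, in each library and expressed as CPM, with ratios of T2D over CTRL (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). With 1 library per group no test was run, and no p-value or count of changed genes was made from cells. Intervals cover counting error. Of 33 gene lists written by hand before the data were examined, each was summarized by its median log2 ratio with 0.5 counts added, and set among 10000 random lists matched in 20 bins of expression. Hand-written lists differ in membership from the Hallmark sets that the paper used. Genes were named by a rule fixed beforehand: genes that the paper names for its single-cell data or for glucose metabolism, the 10 highest and 10 lowest ratios in each of the Adipo-CAR-, Osteo-CAR-, osteoblast- and PaS-like classes among genes with at least 200 UMIs in the 2 libraries together and 50 CPM in one of them (hemoglobin, neutrophil granule and immunoglobulin genes left out), and the 3 highest and 3 lowest members of each list described, among those with at least 200 UMIs. Which of these genes and lists the text gives was chosen after their values were seen, as was the split of cluster 0 at another resolution, and Col1a1 lies outside the rule. Gene positions are those of GRCm38.

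Counts were simulated for cluster 0 as independent Poisson draws per gene around its means. The ratio passed the limit of 25% in the right direction for 98% of 100 genes simulated with a 1.5-fold change. It did so for 100% of 100 genes with a 2-fold change, among 10604 genes run. The changed genes were drawn from those with at least 200 UMIs, whereas list members needed only 50. These rates therefore do not cover members with fewer UMIs or the shallower clusters. How often unchanged genes pass the limit of 25% was not computed. Of unchanged lists, 5% lay past the limits for random lists, as drawing both from the same genes sets in advance. Genes that vary together and the spread between mice were not simulated, so this gives no error rate for the calls made here. Alternatives to the processing were other resolutions (0.2 and 0.7), no integration, all barcodes clustered again, a stricter filter on cells (at least 500 genes and at most 5% mitochondrial UMIs), removal of likely doublets, other totals and centring for CPM, cells thinned to 2000 UMIs, means over cells, other minimum counts and added CPM, GSEA's signal-to-noise ranking and the mean of a list. A count of lower ossification genes was added after the median was seen. The paper's other experiments were not analysed here.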

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

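The tests of immune cell RNA and of depth for the interferon genes, and those of cytoplasmic mRNA and of hemoglobin for cluster 5, were chosen after the results were seen, as was the rule that picked the gene lists below.

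Interferon response genes, which the paper's text does not discuss, had a median log2 ratio of 0.52 in the Adipo-CAR-like clusters together, where 30 of 48 measured members were higher in T2D and 2 lower, and one of 0.24 in the Osteo-CAR-like cluster 0. RNA carried over from neutrophils and B lymphocytes, which the sort should have removed, could bring 0.363% of the difference in the summed CPM of the list in clusters 0, 1 and 2 (16953 CPM in CTRL and 18422 CPM in T2D), which argues against it as the source. With each cell thinned to 2000 UMIs, the lower of the medians of clusters 1 and 2 was 0.45, still past random lists. That of cluster 0 was 0.11, percentile 96.2, and its call was also lost at a resolution of 0.7 (0.077). Thinning leaves the expected CPM of a cell unchanged, weights cells equally and drops members under the minimum count, so this test cannot decide on depth. The list was past random lists on the higher side in 4 of 6 other cell types and at the opposite end in 1 (median -0.37). It was therefore not higher in every cell type. The count of 4 lay between the limits set beforehand. A shift of the T2D library that reaches many but not all cell types cannot be told apart from a difference in the CAR-like cells. An effect of T2D itself remains open and untested, as each group was 1 library.

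Mitochondrially encoded OXPHOS genes had median log2 ratios of 0.33 in cluster 0 and 0.37 in the PaS-like cluster 8, past random lists. Without integration, that of cluster 8 was 0.086, within random lists. More damaged cells among those that passed the mitochondrial filter in T2D could raise them. With at least 500 genes and at most 5% mitochondrial UMIs per cell, the lowest median of clusters 0, 1, 2 and 3 was still 0.21. Cells beyond these stricter limits were therefore not the whole cause. Damage that leaves a cell within them would pass, so the filter cannot exclude damage. A shift of the whole T2D library, in every cell type, cannot be told apart from a difference in mesenchymal cells, since the median was above 0.1 in 3 of 6 other cell types, between the limits set beforehand. An effect of T2D remains open and untested.

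The OXPHOS medians of clusters 3 and 5 differed by 0.74, with opposite signs, a difference that was not tested. For the lower OXPHOS genes of cluster 5, barcodes with less cytoplasmic mRNA in T2D are a candidate explanation. With the stricter filter on cells 53.4% of the median was left (-0.59 before and -0.32 after), and ribosomal protein genes were lower by more than the OXPHOS genes. That filter left only 166 of 359 CTRL and 128 of 343 T2D cells. UMIs and genes per barcode were not lower in T2D, with medians of 1896 UMIs and 987 genes against 1704 and 893 in CTRL. UMIs per barcode also depend on the depth of the library. Over all kept cells, the median in T2D was 1.21 times that in CTRL. These medians therefore cannot decide on the amount of mRNA per barcode. Hemoglobin RNA, which took 0.0498% of the UMIs of cluster 5 in CTRL and 1.10% in T2D, would lower every other gene by a log2 shift of -0.0153 only, which argues against dilution by it. A lower expression of OXPHOS genes in these cells in T2D remains open and untested.

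Other gene lists that the paper's text does not discuss stood apart from random lists. The collagen and extracellular matrix list had a median of 0.37 in cluster 0. The cholesterol synthesis list had a median of 0.41 over 7 measured genes in the PaS-like cluster 8, but came within random lists under 7 of the other settings, with 0.10 over 24 genes at a minimum of 1 UMI. Neutrophil granule genes had medians of 0.62 in cluster 0, 0.45 in the Adipo-CAR-like clusters and 1.17 in the osteoblast-like clusters. Immunoglobulin and B cell genes had a median of 1.68 over 3 measured genes in the osteoblast-like clusters, with sums of 19.7 CPM in CTRL and 78.7 CPM in T2D, and came within random lists by signal-to-noise (0.042). Hemoglobin genes had a median of 1.31 in the Adipo-CAR-like clusters and of 4.44 in cluster 5, whereas in the Adipo-CAR-like clusters 1 and 2 all 4 members were lower (medians of -0.77 and -0.68). The sign turned in the pooled clusters and in cluster 5 without integration, with all barcodes clustered again and by signal-to-noise, and in the pooled clusters also with the stricter filter on cells.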

How the results depend on the processing

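No paired analysis was possible because each group was 1 library. All alternatives below were set before the data were examined, apart from the count of lower ossification genes. Of 221 values of the lists at the paper's claims under an alternative, 186 kept their sign and their side of the limits for random lists, as did 641 of 741 values of other lists. Centring and other totals for CPM shift all ratios of a cluster alike. Under them a list could change its sign but not its side of the limits, so these values do not test the calls. Of 1910 values of single genes, 1617 stayed within the counting interval, 287 moved beyond it in the same direction and 6 changed sign, and 17 of 18 differences in shares stayed within theirs. The OXPHOS medians of cluster 1 (-0.20 to -0.10) and cluster 3 (0.12 to 0.21), the mTORC1 median of cluster 3 (0.18 to 0.34) and the unfolded protein response medians of clusters 3 (0.14 to 0.24) and 8 (0.16 to 0.24) kept sign and call under every alternative. Values at the paper's claims that did not, every list value that changed sign and the 6 gene values above follow as log2 ratios unless stated. The cause was not tested. Of the other lists' values, 74 came within random lists and 2 passed them with the sign kept. At a resolution of 0.2, OXPHOS in cluster 15 (0.15) and Tnc in the osteoblast-like clusters (0.055, from -0.43) changed sign. At a resolution of 0.7, OXPHOS in cluster 0 (0.0093) and OXPHOS in cluster 2 (-0.047) came within random lists, and ossification in cluster 0 (0.065) passed random lists, and glycolysis in cluster 0 (-0.021), mTORC1 signaling in cluster 0 (-0.0050), osteoblast matrix in cluster 0 (0.23), Bglap in cluster 0 (0.019), Dmp1 in cluster 0 (0.42) and Col1a1 in cluster 0 (0.44) changed sign. Without integration, OXPHOS in cluster 0 (0.066) came within random lists, and OXPHOS in cluster 17 (-0.12), OXPHOS in cluster 8 (-0.12) and glycolysis in cluster 3 (0.18) passed random lists, and mTORC1 signaling in cluster 8 (-0.035), hemoglobin in the Adipo-CAR-like clusters (-0.54), hemoglobin in cluster 5 (-0.68) and osteoblast matrix in cluster 0 (0.052) changed sign, and the PaS share differed by -1.93 percentage points. With all barcodes clustered again, OXPHOS in cluster 5 (-0.090) and glycolysis in cluster 5 (-0.22) came within random lists, and ossification in cluster 0 (0.085) passed random lists, and hemoglobin in the Adipo-CAR-like clusters (-0.39), hemoglobin in cluster 5 (-0.79) and osteoblast matrix in cluster 0 (0.052) changed sign. With the stricter filter on cells, OXPHOS in cluster 0 (0.081) came within random lists, and OXPHOS in cluster 8 (-0.10) passed random lists, and mTORC1 signaling in cluster 8 (-0.023) and hemoglobin in the Adipo-CAR-like clusters (-0.64) changed sign. Without the highest doublet scores, mTORC1 signaling in cluster 8 (-0.014) and osteoblast matrix in cluster 0 (0.027) changed sign. With each cell thinned, OXPHOS in cluster 0 (0.059) came within random lists, and OXPHOS in cluster 8 (-0.15) passed random lists, and mTORC1 signaling in cluster 8 (-0.039), osteoblast matrix in cluster 0 (0.042), Ggps1 in cluster 2 (0.045, from -0.33) and Pgm2 in cluster 3 (-0.16, from 0.45) changed sign. With means over cells, glycolysis in cluster 3 (0.21) and ossification in cluster 0 (0.072) passed random lists, and interferon response in cluster 3 (0.039, from -0.024) and osteoblast matrix in cluster 0 (0.062) changed sign. With ratios centred on the median gene, OXPHOS in cluster 15 (0.013), OXPHOS in cluster 17 (0.033) and mTORC1 signaling in cluster 0 (-0.034) changed sign. With 5 CPM added, glycolysis in cluster 3 (0.15) passed random lists. With members of at least 1 UMI, glycolysis in cluster 5 (-0.36) came within random lists, and interferon response in cluster 3 (0.036, from -0.024) changed sign. With members of at least 200 UMIs, glycolysis in cluster 3 (0.20) passed random lists, and mTORC1 signaling in cluster 8 (-0.0075) changed sign. By signal-to-noise (not a log2 ratio), OXPHOS in cluster 0 (0.038) came within random lists, and OXPHOS in cluster 15 (-0.040), glycolysis in cluster 3 (0.066) and ossification in cluster 0 (0.043) passed random lists, and OXPHOS in cluster 8 (0.019), glycolysis in cluster 2 (0.0025), glycolysis in cluster 8 (0.020), early stress in cluster 2 (0.0065), hemoglobin in the Adipo-CAR-like clusters (-0.028), hemoglobin in cluster 5 (-0.016), osteoblast matrix in cluster 0 (0.053) and early stress in cluster 0 (0.047) changed sign. By the mean of the list, OXPHOS in cluster 0 (0.071) and OXPHOS in cluster 2 (-0.073) came within random lists, and ossification in cluster 0 (-0.030) and interferon response in cluster 3 (0.012, from -0.024) changed sign. Clusters were matched across clusterings by shared cells, and the best match of cluster 15 at a resolution of 0.2 was that of cluster 3, of cluster 17 at that resolution a cluster with few shared cells, and of cluster 5 at that resolution or without integration likewise (Jaccard indices of 0.137, 0.102, 0.258 and 0.254). Depth limits cluster 15, where 21 of 79 OXPHOS genes reached the minimum count, and cluster 5, where 9 of 26 glycolysis genes did.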

Differences from the paper's values

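No value that the paper states for a measure computed here differed by more than 1.5 times. The paper's share of CAR cells in T2D is 79.2%, against 79.5% here, and its median genes per cell are 2088 and 2333, against 2099 and 2364.5. In Fig. 4A, read by eye, the osteoblast share is about 17% in CTRL and about 17% in T2D, and the PaS share about 5.1% and about 4.2%.

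For 3 of the directions that the paper's text gives for OXPHOS, glycolysis, mTORC1 and unfolded protein response genes, the median here had the same sign but lay within random lists. The members of the lists differ from those of the Hallmark sets. Other entries of Figure 4 source data 1, such as hypoxia in its cluster 0, are not compared here. The paper reports lower OXPHOS genes in its cluster 15. Here the median of the osteoblast-like cluster 15 was -0.24 and lay within random lists, and the signal-to-noise ranking put it past them (-0.040, percentile 2.19). Higher glycolysis genes in its cluster 3 had here a median of 0.16 within random lists. It passed them without integration (0.18), with means over cells (0.21), with 5 CPM added (0.15), with members of at least 200 UMIs (0.20) and by signal-to-noise (0.066). For the higher mTORC1 genes in its PaS cluster, the median in the PaS-like cluster was 0.036, within random lists under every setting run, and below 0 under 5 of them.

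Ossification genes, which the paper reports as lower in its cluster 0, had here a median of 0.076 in the Osteo-CAR-like cluster, above 96.2% of random lists. The mean of the list was -0.030, percentile 1.77, and 21 members were lower, more than in any random list, while 16 were higher, percentile 99.4 of random lists. These counts were chosen after the median was seen. The paper ran Metascape on lists of genes called lower, which takes no median over a gene set.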

Other observations

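Of 36 measured genes of collagens and the extracellular matrix, 21 were higher in T2D and 3 lower in the Osteo-CAR-like cluster 0. Col3a1, which encodes the collagen of loose connective tissue, was at 68.0 CPM (61.8 to 74.7) in CTRL and 207 CPM (197 to 216) in T2D there, and Vcan, the proteoglycan versican, was 3.25-fold higher (2.71 to 3.92). The list was also higher in the Adipo-CAR-like clusters, with 17 of 35 members higher and 4 lower (median log2 ratio 0.32), and in the osteoblast-like clusters, with 14 of 36 higher and 3 lower (median 0.27). Beside these, it was higher in 5 of 6 other cell types, with medians of 0.63 in neutrophils and 0.91 in erythroid cells. Col1a1, not a member of the list, was at 318 CPM in CTRL and 3758 CPM in T2D in neutrophil-like cells. It was at 138 and 241 CPM in erythroid-like cells and, of the 6, lower only in pericyte-like cells (1080 and 565 CPM). Whether carried-over RNA raised the list in any cluster was not tested. In the osteoblast-like clusters, the type VI collagen genes Col6a1 and Col6a2 were 2.35-fold higher (2.01 to 2.75) and 2.59-fold higher (2.18 to 3.08). Genes of hematopoietic niche factors were lower in cluster 0, with 8 of 21 members lower and 2 higher (median -0.24), but within random lists by the mean of the list (-0.081). In the Adipo-CAR-like cluster 2 they were higher, with 8 of 19 members higher and 2 lower (median 0.28), and in the osteoblast-like cluster 17, 5 of 7 were lower and none higher (median -1.17), within random lists without integration (-0.26) and by signal-to-noise (-0.0059). In cluster 0, Esm1, which encodes a secreted proteoglycan, was 1.63-fold lower (1.52 to 1.73) and the osteoclast factor gene Tnfsf11, which encodes RANKL, was 1.37-fold higher (1.24 to 1.51), while Cxcl12 was at 7422 CPM (7356 to 7489) in CTRL and 7062 CPM (7006 to 7119.7) in T2D.

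Cholesterol synthesis genes were lower in cluster 0, with 9 of 21 members lower and 1 higher (median -0.16), and higher in the Adipo-CAR-like cluster 2, with 11 of 20 higher and 1 lower (median 0.34). The list came within random lists in cluster 0 at a resolution of 0.7 (-0.10) and with each cell thinned (-0.083), and in cluster 2 without integration (0.17). In cluster 2, the LDL receptor gene Ldlr was 2.31-fold higher (1.77 to 3.04) and Hmgcs1, an early enzyme of the pathway, was 1.66-fold higher (1.37 to 2.00). The heat shock gene Hspa1a was among the 10 genes with the lowest ratio in the Adipo-CAR-like clusters, at 737 CPM (722 to 752) in CTRL and 78.1 CPM (73.2 to 83.2) in T2D, in cluster 0, at 779 CPM (757 to 800.4) in CTRL and 188 CPM (179 to 198) in T2D, and in the osteoblast-like clusters, at 501 CPM (489 to 513) in CTRL and 122 CPM (117 to 128) in T2D. In the osteoblast-like clusters, the genes of the folate enzymes Aldh1l2 and Mthfd2 were among the 10 with the highest ratio, at 2.65-fold higher (2.31 to 3.05) and 2.08-fold higher (1.84 to 2.35), and Dkk1, which encodes an inhibitor of Wnt signaling, was 2.61-fold lower (2.30 to 2.96). In the PaS-like cluster 8, Smpd3, a sphingomyelinase gene needed for mineralization, was 9.17-fold higher (5.90 to 14.9), and the chemokine gene Cxcl9 was 4.66-fold lower (3.32 to 6.68).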
